# A direct link between MITF, innate immunity, and hair graying

**DOI:** 10.1371/journal.pbio.2003648

**Published:** 2018-05-03

**Authors:** Melissa L. Harris, Temesgen D. Fufa, Joseph W. Palmer, Sandeep S. Joshi, Denise M. Larson, Arturo Incao, Derek E. Gildea, Niraj S. Trivedi, Autumne N. Lee, Chi-Ping Day, Helen T. Michael, Thomas J. Hornyak, Glenn Merlino, NISC Comparative Sequencing Program, William J. Pavan

## Abstract

Melanocyte stem cells (McSCs) and mouse models of hair graying serve as useful systems to uncover mechanisms involved in stem cell self-renewal and the maintenance of regenerating tissues. Interested in assessing genetic variants that influence McSC maintenance, we found previously that heterozygosity for the melanogenesis associated transcription factor, *Mitf*, exacerbates McSC differentiation and hair graying in mice that are predisposed for this phenotype. Based on transcriptome and molecular analyses of *Mitf*^*mi-vga9/+*^ mice, we report a novel role for MITF in the regulation of systemic innate immune gene expression. We also demonstrate that the viral mimic poly(I:C) is sufficient to expose genetic susceptibility to hair graying. These observations point to a critical suppressor of innate immunity, the consequences of innate immune dysregulation on pigmentation, both of which may have implications in the autoimmune, depigmenting disease, vitiligo.

## Author summary

Hair pigmentation over the course of a lifetime depends on melanocyte stem cells that reside in the hair follicle. As old hairs fall out and new hairs grow in, melanocyte stem cells serve as a reservoir for the melanocytes that produce the pigment that gives hair its visible color. The loss of these stem cells leads to the growth of nonpigmented, or gray, hairs. Evaluating mouse models of hair graying can reveal key aspects of melanocyte stem cell biology. Using this approach, we discovered a novel role for the melanogenesis associated transcription factor, MITF, in repressing the expression of innate immune genes within cells of the melanocyte lineage. The importance of this repression is revealed in animals that have a predisposition for hair graying. In these animals, artificial elevation of the innate immune response, either through a genetic mechanism or via exposure to viral mimic, results in significant melanocyte and melanocyte stem cell loss and leads to the production of an increased number of gray hairs. These observations highlight the negative effects of innate immune activation on melanocyte and melanocyte stem cell physiology and suggest a connection between viral infection and hair graying.

## Introduction

In the 1980s, a handful of studies reported that exposure to murine leukemia virus (MuLV), either at mid-gestation or perinatally, is sufficient to drive premature hair graying in mice [1–3]. Early infection with MuLV does not lead to immediate loss of hair pigmentation and instead produces an adult-onset, progressive hypopigmentation phenotype, suggestive of a failure in melanocyte lineage regeneration. These observations suggest a role for innate immune activation in adult hypopigmentation disorders, but how this phenomenon is mediated within the postnatal melanocyte lineage remains unresolved. Using approaches to look for genetic modifiers of hair graying in mice and transcriptomic analysis of melanocyte stem cells (McSCs), we identify an exciting and unexpected link between the melanogenesis associated transcription factor, MITF, and the suppression of a type I interferon (IFN) gene signature. This discovery creates a unique opportunity to investigate how innate immune gene expression is regulated in postnatal melanocytes and how its dysregulation affects McSCs and the regeneration of postnatal pigmentation during hair cycling.

During hair growth, McSCs produce the melanocyte progeny that differentiate and deposit melanin into the hair shaft. Mouse models reveal that hair graying, both acute and age related, is frequently preceded by a failure in McSC maintenance or dysregulated generation of melanocyte progeny. Both lead to the production of nonpigmented, or gray, hair shafts. Hair graying can be elicited through a number of mechanisms—disrupting the signaling pathways associated with the Kit receptor, Notch receptor, Endothelin receptor type B, Raf kinase, Transforming growth factor beta, or Wnt [4–11]; loss of anti-apoptotic control [12,13]; melanocyte-specific dysregulation of chromatin remodeling complexes [14]; exposure to genotoxic stress [15,16]; changes in sex determining region Y-box 10 (SOX10) or MITF-mediated transcriptional regulation [13,17]; vitiligo-like T-cell–mediated destruction of melanocytes [18]; and aging itself [13].

In particular, MITF, the gene encoding the micropthalmia-associated transcription factor, is essential at multiple stages of the melanocyte life cycle. Across species, MITF is required for the specification and survival of the melanocyte precursors, or melanoblasts, during early neural crest migration [19–21]. Loss of *Mitf* expression results in the near-complete depletion of embryonic melanoblasts, and this leads to mice born with a fully white coat [22]. During melanogenesis, MITF transcriptionally regulates a number of pigmentation genes involved in the biosynthesis of melanin and the trafficking of melanosomes. Regulation of MITF activity levels also influences the dynamic transition between the states of melanocyte migration, proliferation, and differentiation [23–25].

Our interest in the role of MITF in hair graying was spurred by our previous observation that a genetic interaction exists between *Mitf* and the *Sox10* transgene, Tg(Dct-Sox10) [17]. Tg(DctSox10) mice conditionally overexpress *Sox10* within the melanocyte lineage, and this leads to the premature differentiation of McSCs, eventual McSC depletion, and progressive hair graying. Because SOX10 transcriptionally activates the *Mitf* gene and the MITF protein promotes melanocyte differentiation, we anticipated that reducing *Mitf* expression might alleviate Tg(DctSox10)-mediated hair graying. We tested this using the *Mitf-*null allele, *Mitf*^*mi-vga9*^, which in the heterozygous state does not lead to apparent McSC dysfunction or hair graying. However, in contrast to our expectations, Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ mice exhibit sparsely distributed yet noticeable nonpigmented or “gray” hairs throughout their coat prior to their Tg(Dct-Sox10)/0 littermates (**Fig 1A**). Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ mice also show increased differentiation of McSCs, as indicated by excessive ectopic pigmentation within the stem cell niche (hair bulge) of their hair follicles. Intensified adult-onset hair graying associated with *Mitf*^*mi-vga9*^ is particularly evident when the Tg(Dct-Sox10) transgene is homozygous and animals are imaged over time (**Fig 1B**). We interpreted this outcome as contrary to the canonical role of MITF, in which high levels of MITF activity, rather than low, are associated with cell cycle arrest and melanocyte differentiation [26]. This interpretation is reinforced further by the fact that McSCs in *Mitf*^*vit/vit*^ mice, which carry a hypomorphic mutation of *Mitf*, also exhibit premature McSC differentiation and hair graying even in the absence of Tg(Dct-Sox10) [13]. This suggests a novel contribution of MITF to the regulation of McSC maintenance and melanocyte lineage regeneration postnatally.

**Fig 1:**
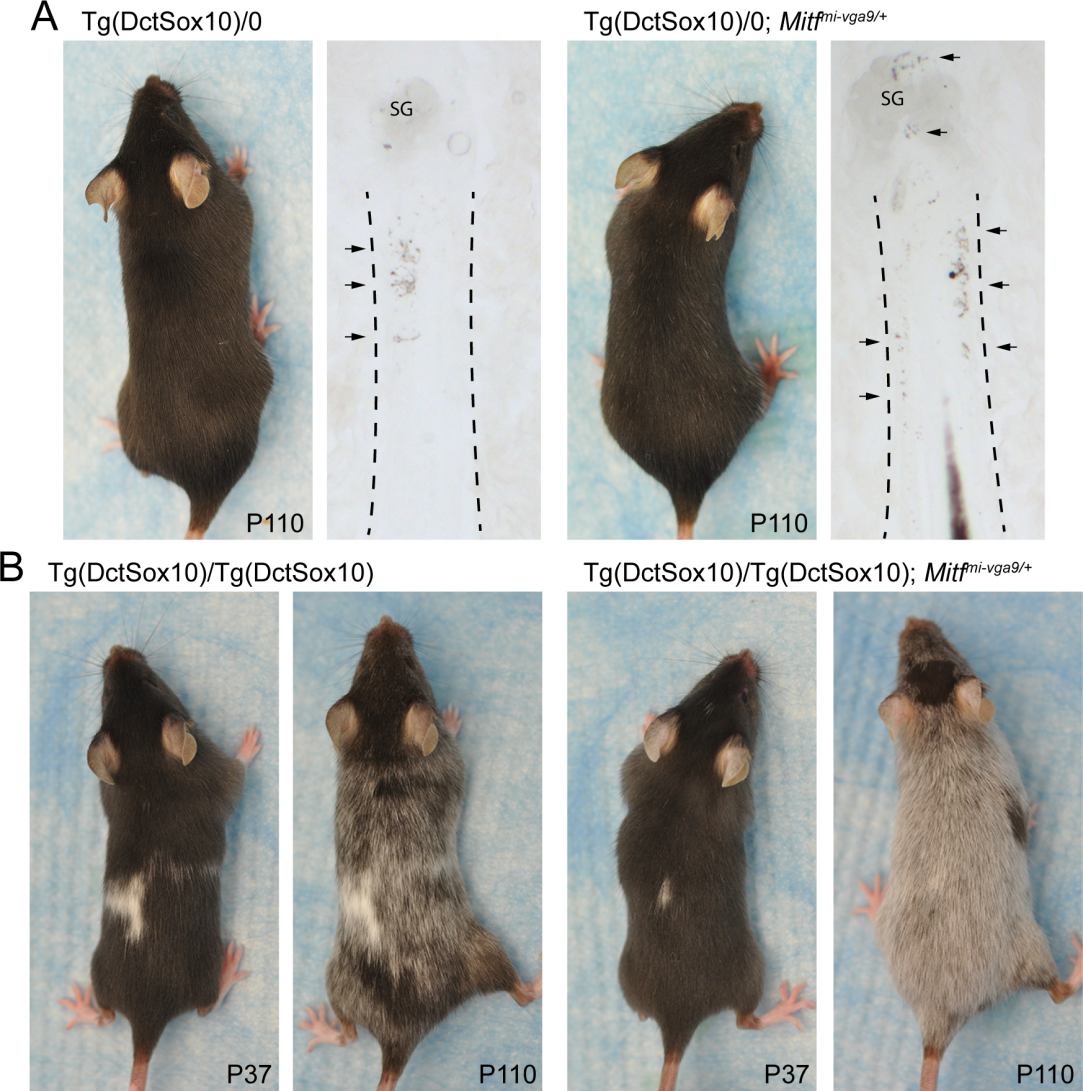
Increased hair graying and McSC differentiation occurs in Tg(Dct-Sox10) animals that are haploinsufficient for *Mitf*^*mi-vga9/+*^. **(A)** Dorsal images of two female littermates taken at P110. At this age, the coat of Tg(Dct-Sox10)/0 mice appears solid black, while the coat of Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ mice exhibits a small number of gray hairs along its back. Bright-field images of histological sections of the skins from these mice reveal increased ectopic pigmentation (arrows) within the hair bulge (region between the dotted lines) of hairs from Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ animals in comparison to Tg(Dct-Sox10)/0 animals. **(B)** Dorsal images of two female littermates taken at P37 and P110. At P37, Tg(Dct-Sox10)/Tg(Dct-Sox10) mice exhibit a black coat with congenital white spotting on the belly and back. These mice experience progressive hair graying and by P110 exhibit a “salt and pepper” coat color in regions of the back fur that were originally black. In comparison to Tg(Dct-Sox10)/Tg(Dct-Sox10) mice, hair graying in Tg(Dct-Sox10)/Tg(Dct-Sox10); *Mitf*^*mi-vga9/+*^ mice at P110 is more severe, with a majority of the back fur exhibiting gray hairs. The images for this figure were generated in the original study presented in [17]. McSC, melanocyte stem cell; P, postnatal day; SG, sebaceous gland.

With this in mind, we performed genomic analysis of wild-type and *Mitf*^*mi-vga9/+*^ McSCs and discovered that haploinsufficiency for *Mitf* results in a marked and chronic up-regulation of a type I IFN gene signature in this stem cell population. To better understand the contribution of innate immune suppression in postnatal melanogenesis, we further validated this immune signature in the skin and melanoblasts (the melanocyte precursors) of *Mitf*^*mi-vga9/+*^ mice. We evaluate the possibility that MITF acts as negative transcriptional regulator of innate immune target genes, and we assess the consequence of innate immune pathway activation on the regeneration of the melanocyte lineage during hair cycling.

## Results

### *Mitf* haploinsufficiency is associated with an up-regulation of a type I IFN–regulated gene expression signature in McSCs and melanoblasts

In order to assess the effects of *Mitf*^*mi-vga9/+*^ on gene expression in vivo, McSCs were isolated from the dermis of adult mice at 8 weeks of age. At this time point, hairs across the body of the mouse are synchronized in the hair stage of telogen [27]. During telogen, the hair follicle does not have a hair bulb or differentiated melanocytes, and McSCs are the only melanocytic cells present within the hair. They can be identified by their expression of the melanogenic enzyme dopachrome tautomerase (DCT) and the transmembrane receptor KIT, and they are observed in the hair bulge (the upper region of the telogen-stage hair that lies at the insertion point of the arrector pili muscle) and secondary hair germ (the lower region of the telogen-stage hair nearest the dermal papilla; **Fig 2A**). In order to isolate these McSCs from telogen hairs, the dermis of *Mitf*^*mi-vga9/+*^ and wild-type mice was dissociated and immunolabeled with two cell-surface markers, KIT and cluster of differentiation 45 (CD45). Fluorescence-activated cell sorting (FACS) was then used to distinguish McSCs (KIT+/CD45−) from mast cells (KIT+/CD45+; **Fig 2B**). When assessed in vitro 1, 3, or 5 days after sorting, greater than 92% of the KIT+/CD45− population of cells express the melanocytic protein DCT and begin to produce pigment at 5 days (**Fig 2C and 2D**). Additionally, because MITF is a known transcriptional regulator of the *Kit* gene [20,28], we compared the population percentages within each FACS gate between the wild-type and *Mitf*^*mi-vga9/+*^ dermal cell suspensions. No significant difference is observed in the percent of KIT+/CD45− dermal cells between wild-type and *Mitf*^*mi-vga9/+*^ animals, suggesting that the *Mitf*^*mi-vga9*^ mutation does not change the ability of this FACS strategy to identify the McSC population (**Fig 2E**). This suggests that this sorting strategy is adequate to produce a highly enriched pool of McSCs for transcriptomic analysis. 

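RNA was sequenced from 6 pools of KIT+/CD45− McSCs, 3 from wild-type mice and 3 from *Mitf* mi-vga9/+ mice, and each pool held cells sorted from about 10 animals at 8 weeks of age. KIT marks melanocytic cells and mast cells, and CD45 marks leukocytes, so the sort for KIT+/CD45− cells was designed to leave mast cells out. The *Mitf* mi-vga9/+ mice came from crosses of *Mitf* mi-vga9 homozygotes to C57BL/6J, and the wild-type mice came from C57BL/6J intercrosses, so the 2 genotypes were not littermates. The authors aligned paired-end reads to the mouse genome build mm9 with STAR, removed reads at known rRNA loci, and counted read pairs that fell unambiguously on 1 protein-coding Ensembl gene with htseq-count. The deposited values are these raw counts for 22698 genes, without normalization, and a name was found in the annotation for 22324 of them. Counts on genes were 37675955, 42761239 and 40531087 in wild-type replicates 1, 2 and 3, with a median of 40531087, and 40404972, 48298734 and 44058756 in *Mitf* mi-vga9/+ replicates 1, 2 and 3, with a median of 44058756. With the pairs that fell outside genes, on more than 1 gene or at more than 1 genomic location included, the totals ranged from 54069972 to 66608816, and the paper states at least 54M read pairs for each library. The share of these totals that fell outside the counted genes was 18.2%, 16.3% and 16.9% in the wild-type pools and 12.8%, 15.9% and 16.9% in the *Mitf* mi-vga9/+ pools. The 10 most abundant genes held between 7.00% and 10.6% of the counts on genes of a pool.

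Counts were normalized to CPM, the count as a proportion of the library size, with the TMM method of edgeR, whose factors ranged from 0.944 to 1.04. The 15174 genes that passed edgeR's filter on low counts were compared between genotypes with its quasi-likelihood test, in which 3 pools of each genotype entered without a covariate. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05 and its change was greater than 1.5-fold, and log2 fold changes are given as *Mitf* mi-vga9/+ over wild-type. The common biological coefficient of variation between pools was 0.160. With 3 pools against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1, which is reached when every pool of one genotype lies above every pool of the other. The choice of the test, the normalization, the filter on low counts, the fold cutoff and the pools included could each change the number of genes called.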

RNA isolated from the KIT+/CD45− McSC populations obtained from the dermis of wild-type and *Mitf*^*mi-vga9/+*^ mice was then subjected to RNA sequencing (RNA-seq).

**Fig 2:**
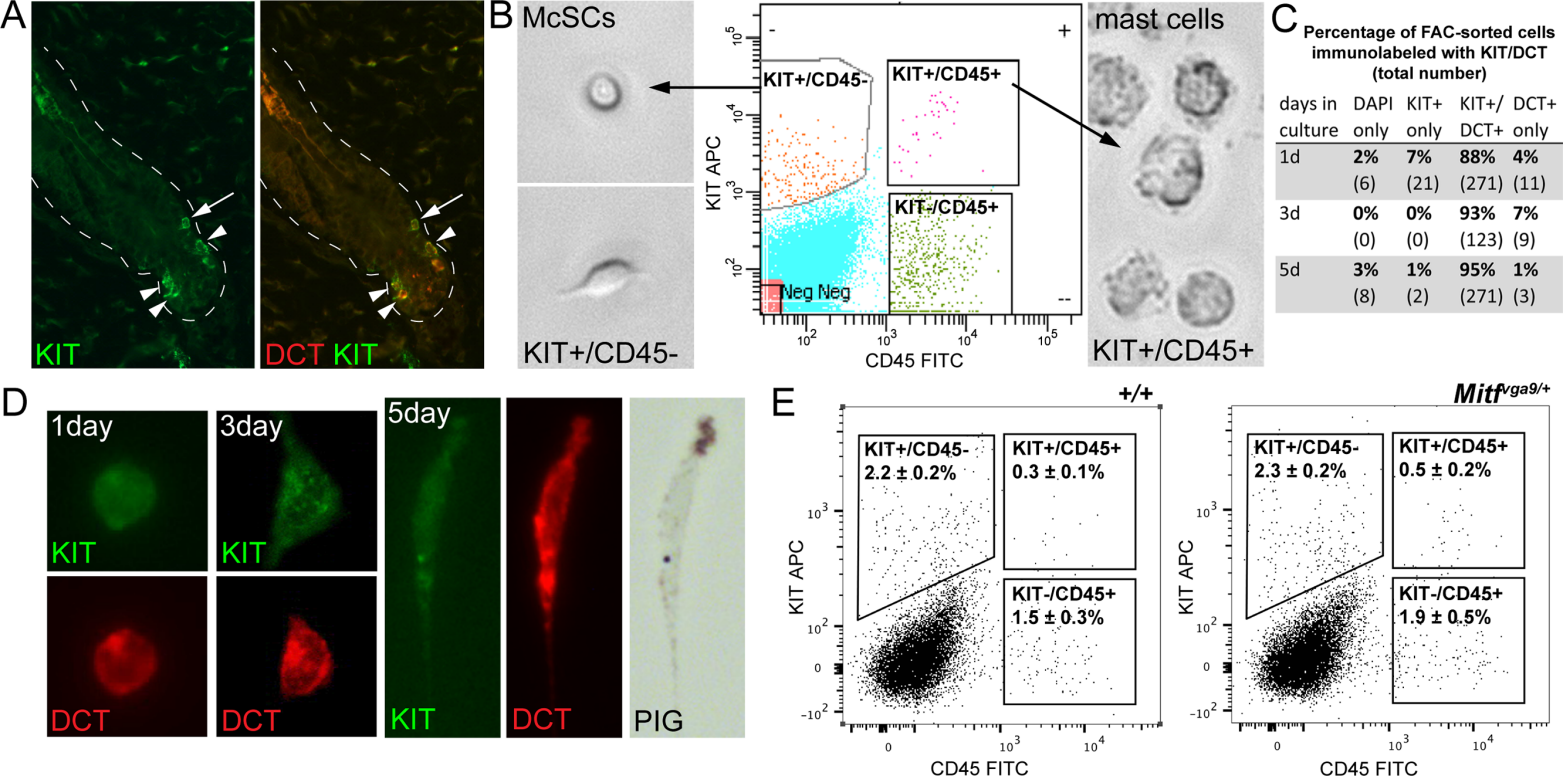
FACS isolation of adult McSCs. **(A)** Immunolabeling for KIT protein in mouse skin at 8 weeks of age. At this time point, the majority of hairs exist in the telogen hair stage, and McSCs that are positive for both KIT (green) and DCT (red) are observed in the hair bulge (arrow) and secondary hair germ (arrowheads). The dotted white lines outline the hair follicles. **(B)** FACS of dermal cells from 8-week-old mice produces two KIT+ populations. McSCs are CD45− and mast cells are CD45+. The FACS gating strategy (center fluorescence plot) used to isolate McSCs successfully separates each of these cell types and is confirmed by visualizing their distinct morphologies; McSCs are small and often bipolar (left phase images), while mast cells are large and rough looking (right phase image). **(C)** KIT+/CD45− cells isolated by FACS were placed in culture and assessed for their expression of KIT and DCT by immunolabeling over a 5-day period. Total cells were identified by the nuclear marker DAPI. The table shows the percentage and total number (in parentheses) of cells exhibiting the indicated staining pattern. This FACS protocol produces a relatively pure McSC population, with >92% of cells being DCT+ 1 day after sorting. **(D)** FACS-isolated KIT+/CD45− McSCs remain positive for the melanocyte markers KIT (green) and DCT (red) and exhibit melanocyte-like traits while in tissue culture. These cells progress from being round at 1 day, to slightly spread at 3 days, to dendritic and pigmented over 5 days. **(E)** Evaluation of the indicated gates (boxes) on FACS fluorescence plots confirms that there is no significant difference by *t* test when comparing the percentage of each cell population between wild-type (left plot) and *Mitf*^*mi-vga9/+*^ (right plot) dermal cell suspensions (KIT+/CD45−, *p* = 0.85; KIT+/CD45+, *p* = 0.14; KIT−/CD45+, *p* = 0.28). Percentages are represented as the mean ± standard deviation, with *n* = 3 sorts per genotype. The raw data used to generate these graphs are available in **S1 Data**. APC, allophycocyanin; CD45, cluster of differentiation 45; DCT, dopachrome tautomerase; FACS, fluorescence-activated cell sorting; FITC, fluorescein; McSC, melanocyte stem cell; *Mitf*, melanogenesis associated transcription factor; Neg, negative; PIG, pigment.

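The expression of *Mitf* itself (ENSMUSG00000035158, chromosome 6 of mm9 from 97757052 to 97971352, plus strand) was lower in every *Mitf* mi-vga9/+ pool than in every wild-type pool. Its expression, in normalized CPM, was 501 ± 11.1 (SD, n = 3 pools) in wild-type McSCs and 204 ± 29.9 (SD, n = 3 pools) in *Mitf* mi-vga9/+ McSCs. This is a log2 fold change of -1.30 (standard error 0.12, adjusted p = 0.00916 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each pool left out in turn, the log2 fold change of *Mitf* stayed between -1.40 and -1.19, and the gene was called in 4 of the 6 fits. The two-sided exact permutation test of the normalized counts gave p = 0.1, the smallest value that 3 pools against 3 allow.

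Of the 15174 genes tested, 140 had an adjusted p-value under 0.05 and 130 of these also changed by more than 1.5-fold. Among the called genes, 53 were higher and 77 were lower in *Mitf* mi-vga9/+ McSCs. At an unadjusted p-value under 0.05, 2200 genes differed. The number of calls depended on the test, and DESeq2 without its beta prior called 251 genes up and 198 down at the same thresholds. The pools carry replicate numbers 1 to 3 in both genotypes. The labels do not say that pools with the same number belong together, so a pairing by these numbers is an assumption. Deviations from the group means had an average correlation across genes of -0.223 between pools with the same number and of 0.109 between pools with different numbers, where genes are not independent replicates. Same-numbered pools were thus no more alike than others. A block on these numbers also leaves fewer degrees of freedom, so a lack of calls with it is not by itself evidence against the changes. With the replicate number as a block, 0 genes had an adjusted p-value under 0.05 (smallest 0.0936, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1272 genes had an unadjusted p-value under 0.05. In that fit the log2 fold change of *Mitf* was -1.31 (adjusted p = 0.152, same edgeR test with the replicate block).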

Using a 1.5-fold cutoff, differential gene expression analysis of the RNA-seq reads obtained from *Mitf*^*mi-vga9/+*^ and wild-type McSCs demonstrated that, as expected, *Mitf*^*mi-vga9/+*^ McSCs exhibit the reduced expression of pigmentation-related genes known to be positively regulated by MITF (**S2 Data**). This includes *Dct*, *Gpnmb*, *Gpr143*, *Irf4*, *Kit*, *Mlana*, *Met*, *Rab27a*, *Slc45a2*, *Tbx2*, and *Tyr*. However, this analysis also uncovered an unanticipated enrichment of DEGs up-regulated in *Mitf*^*mi-vga9/+*^ McSCs that are involved in innate immunity (**S2 Data**). 

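All 11 genes were lower in *Mitf* mi-vga9/+ McSCs, with every *Mitf* mi-vga9/+ pool below every wild-type pool for each of them, which for a single gene is an exact permutation p of 0.1. Their log2 fold changes ranged from -1.72 to -0.80, with a median of -1.17. The largest fall was that of *Gpr143* (chromosome X of mm9 from 149216464 to 149243189), from 12.8 ± 2.58 to 3.89 ± 0.70 normalized CPM (mean ± SD, n = 3 pools of each genotype). *Kit* (chromosome 5 from 75970941 to 76052747), whose protein was used to sort the cells, changed from 914 ± 163 to 406 ± 38.7 normalized CPM, a log2 fold change of -1.17 (standard error 0.16, adjusted p = 0.0272, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test, 7 of the 11 genes were called, with adjusted p-values of 0.0154 for *Met*, 0.0169 for *Gpr143*, 0.0272 for *Kit*, 0.0293 for *Rab27a*, 0.0358 for *Irf4*, 0.0383 for *Mlana* and 0.0434 for *Slc45a2* in edgeR. The other 4 genes changed by more than 1.5-fold but had edgeR adjusted p-values above 0.05, which were 0.0502 for *Tbx2*, 0.0808 for *Gpnmb*, 0.0814 for *Tyr* and 0.164 for *Dct*. The most abundant of the 11 was *Dct* (chromosome 14 from 118412014 to 118451468), with 6422 ± 1186 normalized CPM in wild-type and 3684 ± 517 in *Mitf* mi-vga9/+ pools (SD, n = 3 each) and a log2 fold change of -0.80 (standard error 0.21). DESeq2 called all 11 genes down, with or without its beta prior. When pools were left out in turn, between 0 and 7 of the 11 were called, and with the replicate block 0 were, while the direction of each gene was the same in all of these fits.

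**Figure D1:**
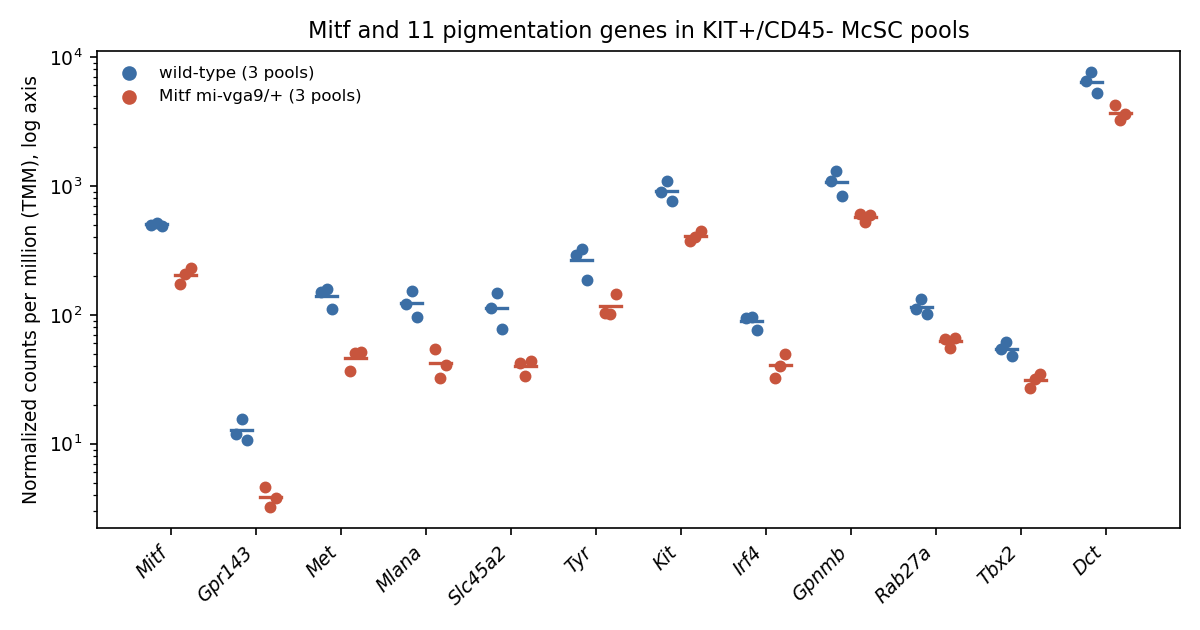
Normalized CPM (TMM, log axis) of *Mitf* and the 11 pigmentation-related genes. Each point is 1 pool (3 wild-type in blue, 3 *Mitf* mi-vga9/+ in red) and each bar is the mean of 3 pools; for every gene the 3 *Mitf* mi-vga9/+ pools sit below the 3 wild-type pools, from *Dct* at 6422 against 3684 to *Gpr143* at 12.8 against 3.89.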

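Families of genes with roles in innate immunity were fixed by symbol before the counts were examined, among them the *Oas*, *Ifit*, *Ifi*, *Gbp*, *Irf*, *Mx*, *Slfn*, *Trim*, *Parp* and *H2* genes. Membership followed the prefix of the symbol, so a member need not have such a role itself. Of the 167 family members tested, 31 (18.6%) were called up in *Mitf* mi-vga9/+ McSCs, against 22 (0.147%) of the 15007 other genes tested. The odds ratio is 155 (Fisher's exact test, two-sided, p = 3.9e-48, over all genes tested), and genes of a family that are regulated together are not independent in this test. The families were chosen with the paper known, which names members of many of them from these same pools, so the test is not independent of the values. The families differed. All 3 *Ifit* genes tested, both *Mx* genes and 5 of 8 *Oas* genes were called up, with family medians of 1.85, 1.09 and 1.63 for the log2 fold change. In the 2 largest families, 2 of 49 *Trim* genes and 4 of 22 *H2* genes were called up. By edgeR, none (0) of the 8 *Slfn* genes was called, although all 8 were higher in *Mitf* mi-vga9/+ McSCs. *Slfn8* and *Slfn9* are among the paper's 55 listed innate immune genes, and DESeq2 without its beta prior called all 55 up. Of all family members, edgeR called 2 down, *Irf4* and a *Trim* gene. With the replicate block, 0 family members were called, and across the 6 fits that each left out 1 pool between 4 and 21 were called up.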

Out of the 411 genes with a greater than 1.5-fold up-regulation in *Mitf*^*mi-vga9/+*^ cells, at least 55 are known for their involvement in type I innate immune signaling (DAVID Functional Annotation Tool [29,30] and interferome.org [31]). These include cytoplasmic pattern recognition receptors (PRRs; *Ddx58*, *Ifih1*), transcriptional regulators (*Irf7*, *Stat1*), and IFN-stimulated genes (ISGs) that execute the antiviral response (*Ifit1*, *Ifit3*, *Isg15*, *Mx1*, *Oas1a*; **Fig 3A, S3 Data**). 

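All 55 genes that the paper lists passed the filter on low counts, all 55 were higher in *Mitf* mi-vga9/+ McSCs, and for all 55 every *Mitf* mi-vga9/+ pool lay above every wild-type pool. The list was drawn by the paper from genes that differed in these same pools, so these counts describe its members and are not an independent test of enrichment. Their log2 fold changes ranged from 0.63 to 3.18, with a median of 0.99. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 30 of the 55 were called up, and the other 25 rose by more than 1.5-fold with an adjusted p-value of 0.05 or more. The 30 genes make up 56.6% of the 53 genes called up. DESeq2 with its beta prior called 202 genes up, and 54 of these are on the list. With each pool left out in turn, the median log2 fold change of the list stayed between 0.92 and 1.09, while the number of its genes called ranged from 4 to 19. With the replicate number as a block, a pairing that the labels do not state, the median was 0.99. In that fit 0 of the 55 genes were called, and all 55 had an unadjusted p-value under 0.05.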

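Expression of *Ddx58* (chromosome 4 of mm9 from 40150806 to 40186861) was 56.0 ± 3.16 normalized CPM in wild-type and 87.8 ± 8.06 in *Mitf* mi-vga9/+ McSCs (SD, n = 3 pools each), and *Ifih1* (chromosome 2 from 62433850 to 62484312) was 33.3 ± 1.47 and 54.2 ± 3.70. These are log2 fold changes of 0.65 (standard error 0.09) and 0.70 (standard error 0.08), with adjusted p-values of 0.0323 and 0.0170 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The transcriptional regulator *Irf7* (chromosome 7 from 148448605 to 148452380) rose by 1.48 on the log2 scale (standard error 0.16, adjusted p = 0.0133 in edgeR). Among the ISGs, *Ifit1* rose from 20.6 ± 2.12 to 86.7 ± 12.7 normalized CPM, a log2 fold change of 2.07 (standard error 0.13, adjusted p = 0.00335 in edgeR). *Ifit3*, which like *Ifit1* lies on chromosome 19, rose from 39.8 ± 5.75 to 144 ± 17.8, a log2 fold change of 1.85. For *Isg15* and *Mx1* the log2 fold changes were 1.76 (standard error 0.21) and 0.99 (standard error 0.15), with edgeR adjusted p-values of 0.0170 and 0.0413. *Oas1a* was the least abundant, with 1.12 ± 0.20 normalized CPM in wild-type and 8.78 ± 0.95 in *Mitf* mi-vga9/+ pools, and a log2 fold change of 2.97 (standard error 0.19, adjusted p = 0.00335 in edgeR). Its value is uncertain, since *Oas1a* and *Oas1g* are close paralogs between which reads could be split. For all 8 of these genes every *Mitf* mi-vga9/+ pool lay above every wild-type pool. *Ifit1*, *Ifit3* and *Oas1a* were called in each of the 6 fits that left out 1 pool, *Irf7* in 3, *Isg15* in 2, *Ifih1* and *Mx1* in 1, and *Ddx58* in 0. With the replicate block, the smallest adjusted p-value of the 8 genes was 0.0952 (edgeR's quasi-likelihood test), and their log2 fold changes ranged from 0.65 to 2.98. The paper states that up-regulation of this subset of PRRs, regulators and ISGs is known as the IFN signature, and it takes these changes in *Mitf* mi-vga9/+ McSCs as such a signature.

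**Figure D2:**
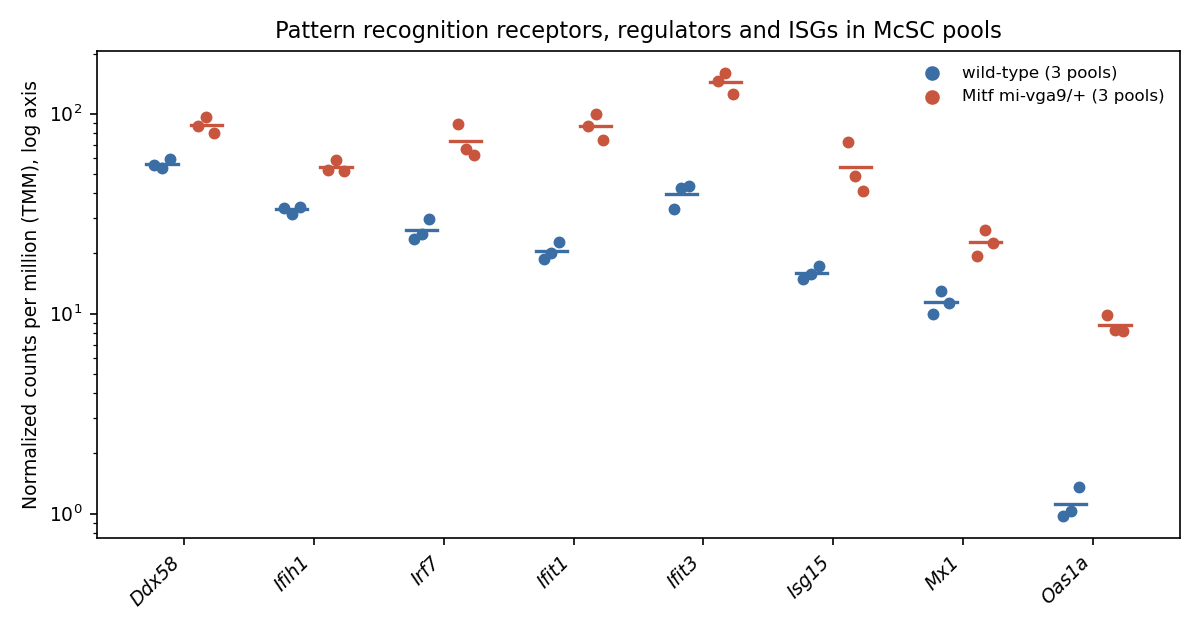
Normalized CPM (TMM, log axis) of 8 innate immune genes. Each point is 1 pool (3 wild-type in blue, 3 *Mitf* mi-vga9/+ in red) and each bar is the mean of 3 pools; the *Mitf* mi-vga9/+ pools sit above the wild-type pools for every gene, from a mean of 144 against 39.8 for *Ifit3*, the most abundant in *Mitf* mi-vga9/+ pools, to 8.78 against 1.12 for *Oas1a*, the least abundant.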

Up-regulation of this particular subset of genes is known as the “IFN signature” and is often associated with viral infection and autoimmune disorders [32]. To rule out the possibility that this ISG signature was due to a microbial infection of our *Mitf*^*mi-vga9*^ line at the time that McSCs were harvested for FACS, we assessed ISG expression by quantitative reverse transcriptase polymerase chain reaction (qRT-PCR) in skins obtained from mice at postnatal day 32 (P32) that were housed in an unrelated facility and that have been genetically isolated from our *Mitf*^*mi-vga9*^ line for several generations. Consistent with our RNA-seq data, skins from these *Mitf*^*mi-vga9/+*^ mice show clear up-regulation of the five ISGs evaluated, *Ifih1*, *Ifit3*, *Irf7*, *Isg15*, and *Stat1*, in comparison to animals that do not carry this mutation (**S1 Fig)**.

**Fig 3:**
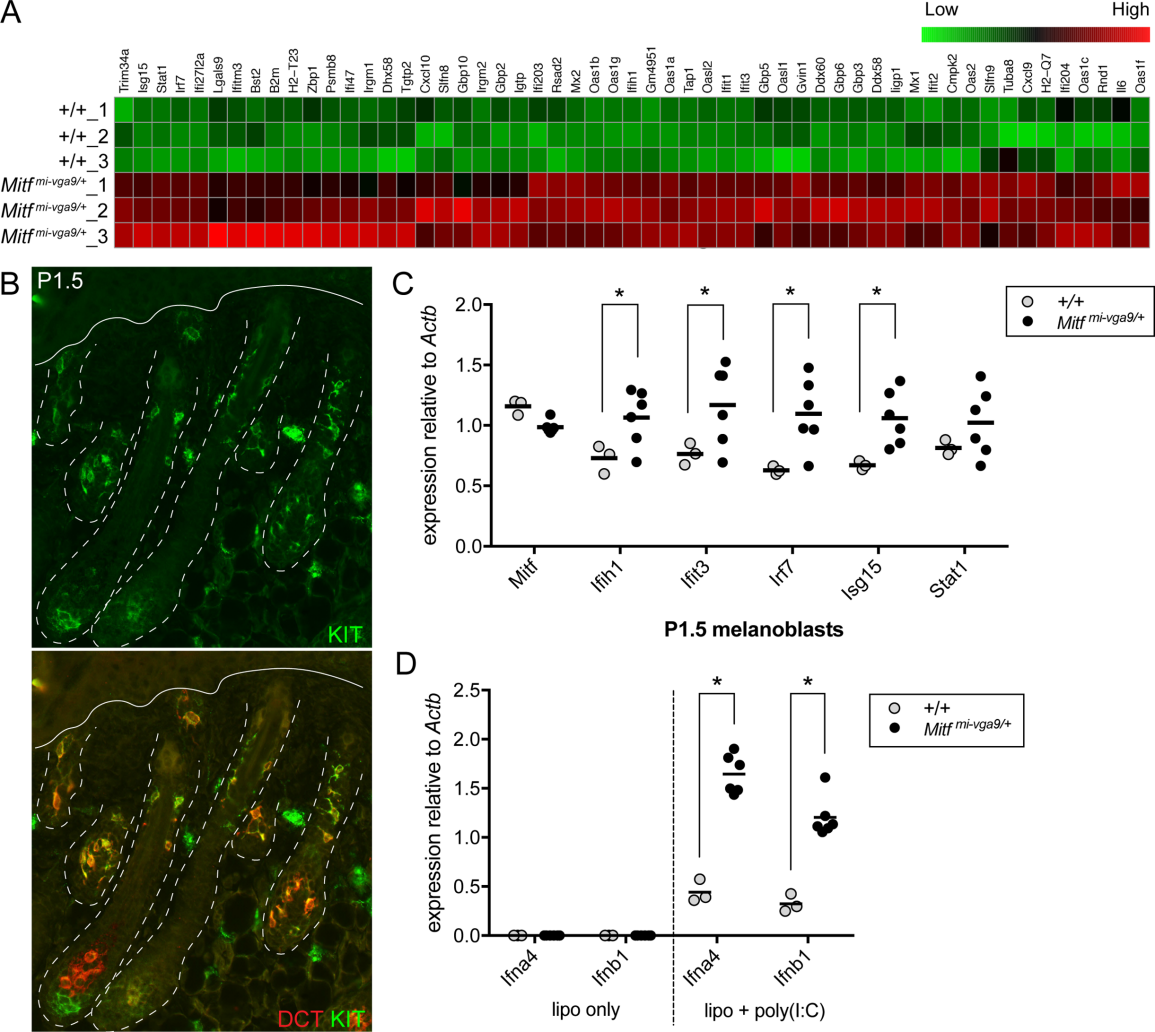
*Mitf*^*mi-vga9/+*^ McSCs and melanoblasts exhibit an elevated type I interferon gene expression signature and *Mitf*^*mi-vga9/+*^ melanoblasts show increased sensitivity to viral mimic. **(A)** Heatmap of scaled and clustered, rlog-transformed read count values obtained from RNA-seq analysis of *Mitf*^*mi-vga9/+*^ and wild-type McSCs. Fifty-five of the four hundred eleven genes that demonstrated a statistically significant, greater than 1.5-fold increase in expression in *Mitf*^*mi-vga9/+*^ McSCs over wild-type McSCs participate in innate immune signaling and are presented here (*p*^adjusted^ < 0.05, Benjamini-Hochberg adjusted *p*-value). **(B)** Immunolabeling for KIT protein in mouse skin at P1.5. At this time point, KIT+ (green), DCT+ (red) melanoblasts are observed migrating into the developing hair follicles. The dotted white lines outline the hair follicles and the solid line indicates the position of the epidermis. **(C)** qRT-PCR analysis of *Mitf* and ISG expression (*Ifih1*, *Ifit3*, *Irf7*, *Isg15*, and *Stat1*) in primary melanoblasts isolated from *Mitf*^*mi-vga9/+*^ and wild-type littermate pups at P1.5. Each circle indicates the expression of cells from an individual primary melanoblast cell line generated from an individual pup. The horizontal bars represent the mean, and the asterisks indicate gene expression changes with a *q*-value of <0.05 using the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, with *Q* = 5%. **(D)** qRT-PCR analysis of type I interferon gene expression (*Ifna4* and *Ifnb1*) in primary melanoblast cell lines (isolated as described in [C]). Melanoblast cell lines were treated for 9 hours with lipofectamine only (lipo only) or lipofectamine and poly(I:C) (lipo + poly(I:C)). The horizontal bars represent the mean, and the asterisks indicate gene expression changes with a *q*-value of <0.05 using the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, with *Q* = 5%. The data presented here are representative of two independent experiments testing poly(I:C) treatment of primary melanoblast cell lines at two different cell passages. The raw data used to generate the graphs in (C) and (D) are available in S1 Data. DCT, dopachrome tautomerase; ISG, IFN-stimulated gene; lipo + poly(I:C), lipofectamine and poly(I:C); lipo only, lipofectamine only; *Mitf*, melanogenesis associated transcription factor; McSC, melanocyte stem cell; P, postnatal day; qRT-PCR, quantitative reverse transcriptase polymerase chain reaction; RNA-seq, RNA sequencing.

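Across the 55 genes of the heatmap, the largest changes were those of *Oas1g*, with a log2 fold change of 3.18 (standard error 0.36), and *Oas1a*, with 2.97 (standard error 0.19). *Oas1g* averaged 0.907 normalized CPM in *Mitf* mi-vga9/+ pools and 0.0984 in wild-type pools, and since *Oas1g* and *Oas1a* are close paralogs, both values are uncertain. The smallest change of the list was that of *Tap1*, at 0.63 (standard error 0.08), which was called, and its pools varied little, at 94.3 ± 0.99 normalized CPM in wild-type and 146 ± 9.31 in *Mitf* mi-vga9/+ pools (SD, n = 3 each). *Lgals9*, with a similar log2 fold change of 0.70, had a standard error of 0.21 and was not called (adjusted p = 0.209, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These values are from TMM-normalized counts, whereas the heatmap shows rlog-transformed counts scaled within each gene.

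**Figure D3:**
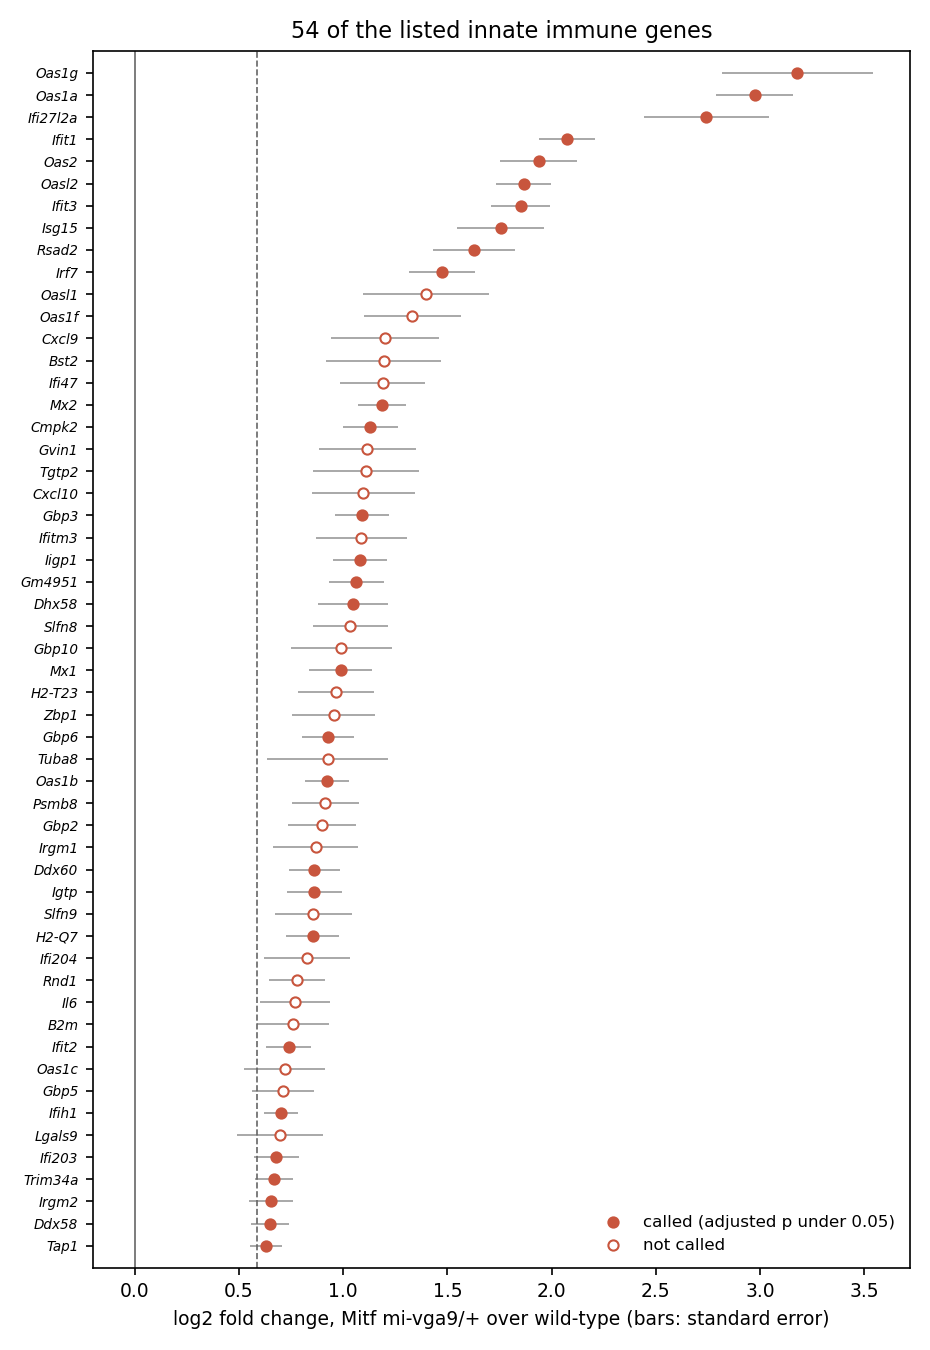
Log2 fold change, *Mitf* mi-vga9/+ over wild-type, of 54 listed innate immune genes, with bars of 1 standard error and a dashed line at a 1.5-fold change. Filled circles are genes with an adjusted p-value under 0.05 by edgeR's quasi-likelihood test and open circles are the others; the values run from 0.63 for *Tap1* to 3.18 for *Oas1g*, and all lie above the dashed line.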

Type I innate immune signaling is comprised of a two-part signaling cascade. First, in an infected cell, viral DNA or RNA is recognized by PRRs, and downstream signaling results in the phosphorylation of interferon regulatory factors (IRFs). Active IRFs enter the nucleus and transcriptionally up-regulate the type I IFN genes to produce the chemokines IFN-α and -β. Via autocrine and paracrine signaling, IFNs bind IFN receptors and activate a second signaling cascade that results in a broad and robust ISG program. These ISGs mediate the antiviral response in both the infected and neighboring cells [33–36]. Based on this, we reasoned that *Mitf*^*mi-vga9/+*^ McSCs should more readily up-regulate *Ifn* gene expression in response to virus in comparison to wild-type McSCs if the IFN signature associated with *Mitf*^*mi-vga9*^ is indeed genuine. To test this, viral infection can be mimicked by delivering synthetic dsRNA into the cell cytoplasm via lipofectamine-based transfection. Polyinosinic:polycytidylic acid (poly(I:C)) is one type of dsRNA, an agonist for the cytoplasmic PRR, melanoma differentiation-associated gene 5 (MDA5, encoded by the *Ifih1* gene), and is sufficient to mediate type I IFN responses in vitro and in vivo [37].

Techniques for expanding McSCs in culture for in vitro analysis are not well established, so we instead evaluated primary melanoblasts for their response to viral mimic. Primary melanoblasts refer to the highly proliferative, KIT+, melanocyte precursors that invade the developing hair follicle and give rise to either McSCs or differentiated melanocytes during perinatal hair morphogenesis (**Fig 3B**). Using the same FACS strategy as presented above (**Fig 2B)**, KIT+/CD45− primary melanoblasts can be isolated from the whole skin of pups on P1.5 and passaged readily in tissue culture. Comparing cells isolated from wild-type and *Mitf*^*mi-vga9/+*^ littermates, we first confirmed that *Mitf*^*mi-vga9/+*^ melanoblasts exhibit an IFN signature similar to adult McSCs. By qRT-PCR we assessed the ISGs *Ifih1*, *Ifit3*, *Irf7*, *Isg15*, and *Stat1* and demonstrated that *Mitf*^*mi-vga9/+*^ melanoblasts show a significant up-regulation of several of these ISGs, namely *Ifih1*, *Ifit3*, *Irf7*, and *Isg15* (**Fig 3C**). Despite this IFN signature, basal *Ifn* gene expression in *Mitf*^*mi-vga9/+*^ and wild-type melanoblasts is equivalent and nearly undetectable (**Fig 3D,** lipo only). However, transient transfection of these melanoblasts with poly(I:C) induces the expression of *Ifna4* and *Ifnb1* in both cell types, with *Mitf*^*mi-vga9/+*^ melanoblasts expressing 2- to 3-fold higher *Ifn* mRNA levels than wild-type melanoblasts (**Fig 3D,** lipo + poly(I:C)). ISG expression in perinatal melanoblasts demonstrates that the IFN signature observed in *Mitf*^*mi-vga9/+*^ animals is not exclusive to the McSC or the adult time point. The similarity in basal *Ifn* expression between wild-type and *Mitf*^*mi-vga9/+*^ melanoblasts also suggests that the IFN signature observed in *Mitf*^*mi-vga9/+*^ melanoblasts is not due to the constant production of IFN by melanoblasts. Furthermore, the enhanced *Ifn* expression exhibited by *Mitf*^*mi-vga9/+*^ melanoblasts after exposure to viral mimic suggests that haploinsufficiency for *Mitf* primes these melanoblasts for the antiviral response.

### MITF binds the promotor of several ISGs and transcriptionally represses ISG expression in vitro

MITF is a transcription factor that promotes the direct and indirect regulation of a number of genes essential for melanocyte development, differentiation, proliferation, and survival [38]. Thus, we investigated whether the IFN signature observed in *Mitf*^*mi-vga9/+*^ McSCs and melanoblasts may be dependent on MITF’s role as a transcription factor. To determine whether reduction of *Mitf* is sufficient to lead to a direct change in ISG expression autonomous to the melanocyte, we knocked down *Mitf* in the immortalized mouse melanocyte cell line melan-a using a small interfering RNA (siRNA) approach. Intracellular delivery of siRNAs can elicit a nonspecific innate immune response that can be mitigated by incorporating 2′-*O*-methyl-uridine or guanosine nucleosides into at least one strand of the siRNA duplex [39]. Thus, we generated two siRNAs—a standard siRNA against *Mitf* (*siMitf* [40]) and a modified *Mitf* siRNA with an identical sequence but synthesized to include three 2′-*O*-methyl groups along each strand of siRNA (*siMitf-OM*). In line with MITF repression of ISG expression, knockdown of *Mitf* with either *siMitf* or *siMitf-OM* leads to robust up-regulation of the ISGs *Ifih1*, *Ifit3*, *Irf7*, *Isg15*, and *Stat1* within 48 hours of transfection in comparison to a scrambled siRNA control (*siMitf-scram*; **Fig 4A**). These data support the premise that the IFN signature observed in *Mitf*^*mi-vga9/+*^ mice may be due to MITF-mediated gene regulation of ISGs.

**Fig 4:**
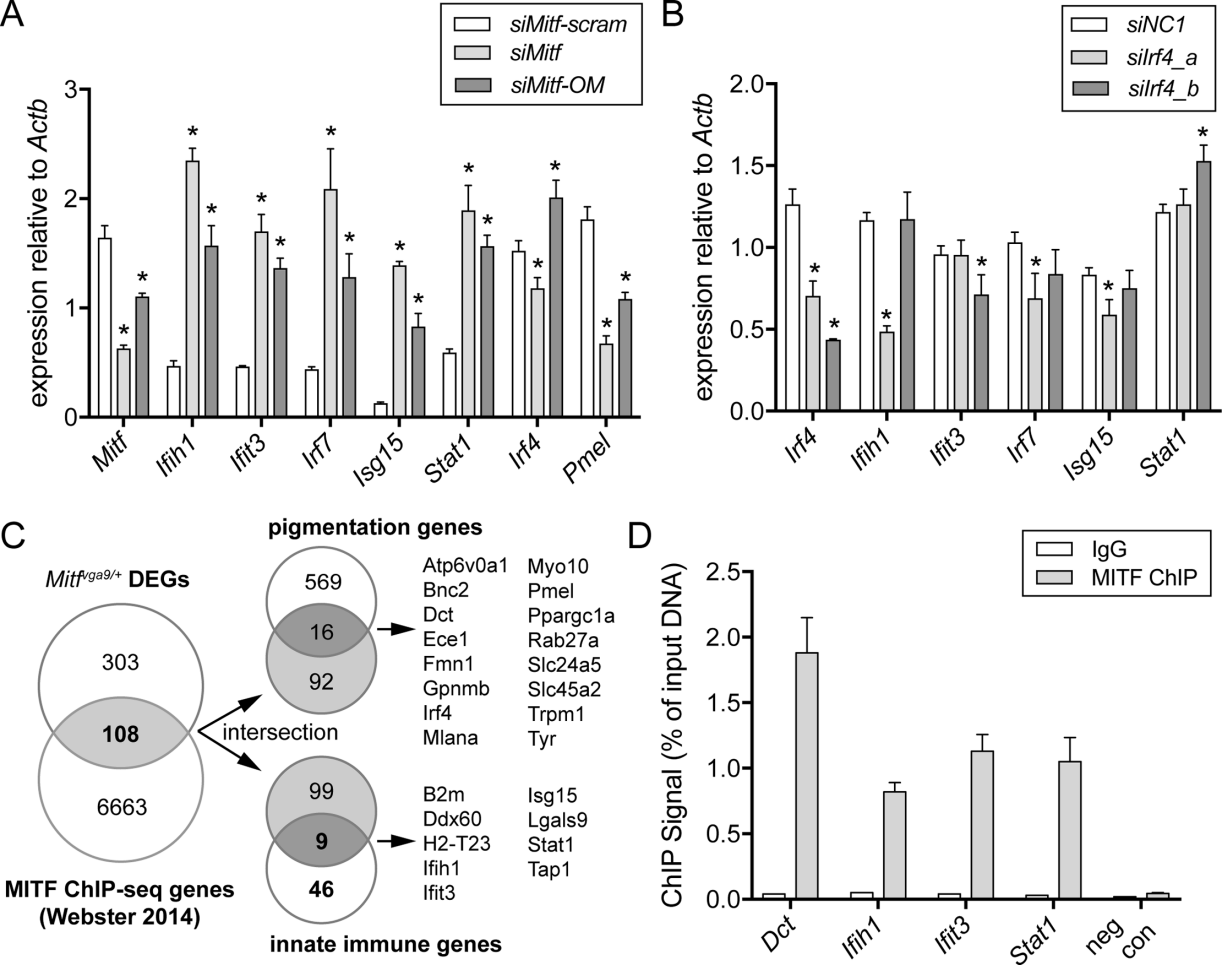
MITF binds to the promoter of innate immune target genes and acts as a transcriptional repressor. **(A, B)** Relative gene expression in melan-a cells 48 hours after transfection with siRNA. In **(A)**, cells were transfected with siRNAs targeting *Mitf* (*siMitf* and *siMitf-OM*) or an analogous scrambled control siRNA (*siMitf-scram*). In **(B)**, cells were transfected with one of two siRNAs targeting *Irf4* (*siIrf4_a*, *siIrf4_b*) or *siNC1*. The bars represent the mean ± standard deviation, and the asterisks indicate gene expression changes with a *q*-value of <0.05 using the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, with *Q* = 5%. Data presented in A and B are representative of two independent knockdown experiments performed in melan-a cells at two different cell passages. **(C)** Venn diagrams demonstrating the intersection of gene lists. The left diagram represents the genes exhibiting a 1.5-fold or greater difference in expression in *Mitf*^*mi-vga9/+*^ over wild-type McSCs (*Mitf*^*mi-vga9/+*^DEGs, top circle) overlapped with the list of genes associated with MITF ChIP-seq peaks reported by Webster et al. 2014 (MITF ChIP-seq genes, bottom circle) [41] and are considered potential direct targets of MITF. These 108 direct targets are provided in **S4 Data**. Direct target genes were further identified by comparing them with a list of known pigmentation genes in the upper right diagram and with the list of 55 innate immune-related genes up-regulated in *Mitf*^*mi-vga9/+*^ McSCs (as defined in Fig 3A) in the lower right diagram. **(D)** MITF ChIP-qPCR performed in melan-a cells and assayed for enrichment at the indicated gene loci (*Dct*, *Ifih1*, *Ifit3*, *Stat1*). A centromeric DNA sequence was amplified as a negative control (neg con). Error bars indicate mean ± standard deviation of two independent ChIP pulldowns. The raw data used to generate the graphs in (A), (B), and (D) are available in **S1 Data**. *Actb*, actin beta; ChIP, chromatin immunoprecipitation; ChIP-qPCR, chromatin immunoprecipitation quantitative polymerase chain reaction; ChIP-seq, chromatin immunoprecipitation sequencing; DEG, differentially expressed gene; IgG, immunoglobulin G; McSC, melanocyte stem cell; MITF, melanogenesis associated transcription factor; neg con, negative control; *siNC1*, nontargeting control siRNA; siRNA, small interfering RNA.

Among the genes differentially expressed in *Mitf*^*mi-vga9/+*^ McSCs, we were particularly interested in IFN regulatory factor 4, *Irf4*. In human melanocytes, MITF binds and activates *Irf4* via an intronic enhancer [42], and in turn, IRF4 can transcriptionally regulate IFN signaling by repressing the master regulatory factor for IFN gene expression, *Irf7* [43,44]. A genome-wide association study of Latin Americans also identified *Irf4* as a locus associated with hair graying [45]. 

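In the McSC pools, *Irf4* (ENSMUSG00000021356, chromosome 13 of mm9 from 30841095 to 30858796) was at 89.2 ± 10.9 normalized CPM in wild-type and 40.7 ± 8.49 in *Mitf* mi-vga9/+ pools (SD, n = 3 each). *Irf7* (ENSMUSG00000025498, chromosome 7 from 148448605 to 148452380) was at 26.1 ± 3.15 in wild-type and 72.7 ± 14.4 in *Mitf* mi-vga9/+ pools. The log2 fold changes were -1.13 for *Irf4* (standard error 0.17, adjusted p = 0.0358) and 1.48 for *Irf7* (standard error 0.16, adjusted p = 0.0133), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Neither gene's pools overlapped between the genotypes. Leaving out each pool in turn kept *Irf4* between -1.30 and -0.99 and *Irf7* between 1.31 and 1.58 on the log2 scale, and called *Irf4* in 1 of the 6 fits and *Irf7* in 3. With the replicate number as a block, a pairing that the labels do not state, the log2 fold changes were -1.14 and 1.46 (adjusted p = 0.264 and 0.166 in edgeR). The *Irf* family was set by symbol prefix and may hold genes that are not interferon regulatory factors. Of its 11 members tested, *Irf7* was the only one called up and *Irf4* the only one called down.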

Because *Irf4* and *Irf7* exhibit a reciprocal relationship in *Mitf*^*mi-vga9/+*^ McSCs (*Irf4* is down and *Irf7* is up; **S2 Data**), we asked whether *Irf4* may be indirectly responsible for the up-regulation of ISGs in *Mitf*^*mi-vga9/+*^ melanocytes. However, within the 48-hour time frame that is sufficient for *Mitf* knockdown to result in ISG up-regulation, we did not observe consistent down-regulation of *Irf4* between the two *Mitf* siRNAs (**Fig 4A**). As a control, we further confirmed that cells being treated with either *siMitf* or *siMitf-OM* results in the predictable down-regulation of the melanosomal gene *Pmel17*, which MITF is known to transcriptionally activate (**Fig 4A**; [46]). Based on these observations, we anticipated that the up-regulation of ISGs observed with *Mitf* knockdown cannot be IRF4 dependent. Indeed, using two unique *Irf4* siRNAs (*siIrf4_a* and *siIrf4_b*), *Irf4* gene expression can be significantly reduced in comparison to a negative control siRNA (*siNC1*). However, when considering the results of both *Irf4* siRNAs, *Irf4* knockdown does not lead to the consistent up-regulation or *Irf7* or any of the other ISGs analyzed (**Fig 4B**). Altogether, these results support a novel role for MITF in suppressing the basal IFN signature in melanocytes in vitro and indicate that MITF does not mediate this response through *Irf4*.

An alternate mechanism by which MITF may participate in regulation of innate immune genes is through a direct interaction with their *cis*-regulatory regions, as is the case with many pigmentation genes [46–49]. To investigate this, we screened a previously published MITF chromation immunoprecipitation sequencing (ChIP-seq) dataset for binding of MITF to regulatory regions of innate immune genes [41]. The genomic coordinates of the MITF ChIP-seq peaks found in human primary melanocytes and COLO829 melanoma cells, reported in Webster et al. 2014 [41], were converted from genome build GRCh37/hg19 to NCBI37/mm9 (Galaxy Liftover), and putative target genes were identified using GREAT, version 3.0.0 [50]. For the set of genes that exhibit MITF ChIP-seq peaks within 5 kb of their transcription start site in either direction (6,771), we found 108 genes that are also differentially expressed by greater than 1.5-fold in *Mitf*^*mi-vga9/+*^ McSCs (**Fig 4C**, **S4 Data**). This overlap is under enriched by 1.22-fold compared to expectations (hypergeometric test; *p*-value = 0.0065), suggesting that the majority of gene expression changes observed in *Mitf*^*mi-vga9/+*^ McSCs are indirect. Thus, we further intersected the 108 DEGs with two additional gene lists—one comprising genes reported to be involved in pigmentation (curated from Online Mendelian Inheritiance in Man, Mouse Genome Informatics, and Gene Set Enrichment Analysis) and the second comprising the 55 ISGs identified above in Fig 3A. This comparison validates that, as expected, some DEGs in *Mitf*^*mi-vga9/+*^ McSCs represent known MITF targets involved in pigmentation but also reveals a number of innate immune genes that may also be under MITF transcriptional control (**Fig 4C**). 

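All 108 genes were among the genes tested in the McSC pools. Their directions were those of the paper's table, with 42 higher and 66 lower in *Mitf* mi-vga9/+ McSCs. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and the 1.5-fold cutoff, 41 of the 108 were called, 11 up and 30 down. DESeq2 called 90 of them with its beta prior and 100 without it. With each pool left out in turn, the number called ranged from 2 to 24, and with the replicate block it was 0. The positions of the ChIP-seq peaks come from other cells and were not analysed here, so the values describe the expression of the listed genes alone.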

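The overlap was recomputed from the paper's counts of 6771 genes with a peak, 411 DEGs and 108 shared genes. Over the 22698 genes counted in the McSC pools, 122.6 shared genes would be expected, so the overlap of 108 is 1.14-fold smaller than expected (exact hypergeometric test, lower tail, p = 0.0612). The paper's reported values are 1.22-fold and p = 0.0065. The expectation depends on the background. Over the 15174 genes that passed edgeR's filter on low counts, and which need not be the genes from which the paper's 411 DEGs were drawn, the expected overlap is 183 genes, 1.70-fold more than observed (exact hypergeometric test, lower tail, p = 5.5e-15), if all 6771 genes with a peak are taken to be among the tested genes, which was not checked here.

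Genes with and without a peak differed in direction. Among the 108 genes with a peak, 61.1% are lower in *Mitf* mi-vga9/+ McSCs in the paper's table, against 39.9% of the other 303 DEGs (odds ratio 0.423, Fisher's exact test, two-sided, p = 1.9e-04). Among the genes called by edgeR, 11 up and 30 down had a peak, and of the other DEGs in the paper's table 40 were called up and 45 down (odds ratio 0.413, Fisher's exact test, two-sided, p = 0.0344). Without *Mitf* mi-vga9/+ replicate 1, the odds ratio was 1.00. From the small overlap, the paper proposes that most of the expression changes in *Mitf* mi-vga9/+ McSCs are indirect.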

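Among the 9 genes of the innate immune list that are also among the 108 are *B2m*, *Ddx60*, *H2-T23*, *Ifih1*, *Ifit3*, *Isg15*, *Lgals9* and *Tap1*. These 8 genes were higher in each *Mitf* mi-vga9/+ pool than in each wild-type pool, and 5 of them were called up by edgeR's quasi-likelihood test. *Ddx60*, on chromosome 8 of mm9 from 64406884 to 64516498, rose from 23.7 ± 1.52 to 43.0 ± 6.42 normalized CPM (SD, n = 3 pools each), a log2 fold change of 0.86 (standard error 0.12, adjusted p = 0.0324, Benjamini-Hochberg, edgeR). The other 3 were not called. *B2m* had a log2 fold change of 0.76 (standard error 0.17, adjusted p = 0.125, same edgeR test), *H2-T23* one of 0.96 (standard error 0.18, adjusted p = 0.0718) and *Lgals9* one of 0.70 (standard error 0.21, adjusted p = 0.209). DESeq2 with its beta prior called *B2m* and *H2-T23* up, with adjusted p-values of 7.1e-04 and 7.2e-05. It did not call *Lgals9*, whose DESeq2 adjusted p was 0.0400 and whose log2 fold change of 0.56 in that fit is under the 1.5-fold cutoff. The 9 genes on both lists are 16.4% of the 55 listed innate immune genes, and 19.5% of the other 169 DEGs higher in *Mitf* mi-vga9/+ McSCs in the paper's table have a peak (odds ratio 0.806, Fisher's exact test, two-sided, p = 0.694), a difference that was not detectable with these numbers of genes.

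Of the 11 pigmentation-related genes named for the McSC pools, 8 are among the 108, namely *Dct*, *Gpnmb*, *Irf4*, *Mlana*, *Met*, *Rab27a*, *Slc45a2* and *Tyr*. *Pmel*, on chromosome 10 from 128143314 to 128157294, is also among the 108 and fell from 1823 ± 424 to 598 ± 120 normalized CPM, a log2 fold change of -1.61 (standard error 0.23, adjusted p = 0.0322, edgeR's quasi-likelihood test). With the replicate block the log2 fold change of *Pmel* was -1.60 (adjusted p = 0.269, same edgeR test with the block).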

Of the nine innate immune DEGs, seven exhibit an MITF ChIP-seq peak that spans their transcription start site and is congruent with a role for MITF in the direct regulation of these genes at their promotor (**Table 1**). In order to confirm that MITF binds to these loci in mouse melanocytes, we assessed MITF occupancy using chromatin immunoprecipitation quantitative polymerase chain reaction (ChIP-qPCR) for three of the seven ISGs in melan-a cells. Significant chromatin immunoprecipitation (ChIP) enrichment of MITF was observed at the promoter regions of all three of the ISGs predicted to be MITF targets (*Ifih1*, *Ifit3*, and *Stat1*) as well as at the promoter region of a known MITF target gene, *Dct* (**Fig 4D**). No MITF enrichment was observed for the negative control region, a sequence within the centromere. These observations support a direct regulatory role for MITF in the repression of at least some ISGs within melanocytes.

**Table 1:** Relationship of MITF ChIP-seq peaks to the transcription start site (TSS) of innate immune genes.

gene symbol	gene TSS coordinates (mm9)	ChIP-seq peak coordinates (mm9)*	relationship to TSS	RefSeq ID
B2m	chr2: 121973422	chr2: 121972955–121973785	overlapping	NM_009735
Ddx60	chr8: 64406885	chr8: 64406846–64407510	overlapping	NM_001081215
H2-T23	chr17: 36169646	chr17: 36169193–36169773	overlapping	NM_010398
Ifih1	chr2: 62484312	chr2: 62483483–62484952	overlapping	NM_027835
Ifit3	chr19: 34658018	chr19: 34657775–34658283	overlapping	NM_010501
Isg15	chr4: 155574927	chr4: 155576305–155577331	flanking	NM_015783
Lgals9	chr11: 78798426	chr11: 78796426–78797244	flanking	NM_010708
Stat1	chr1: 52176281	chr1: 52175488–52176824	overlapping	NM_009283
Tap1	chr17: 34324500	chr17: 34324057–34325430	overlapping	NM_013683

*ChIP-seq peak coordinates reported by Webster et al. 2014 and converted from genomic build GRCh37/hg19 to NCBI37/mm9 using Galaxy Liftover function.

Abbreviations: ChIP-seq, chromatin immunoprecipitation sequencing; MITF, melanogenesis associated transcription factor; mm9, mus musculus 9 genome build; RefSeq, Reference Sequence database; TSS, transcription start site.

### Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ mice exhibit up-regulated ISG expression but no change in the density of immune cells within the skin

While it is interesting that *Mitf*^*mi-vga9/+*^ mice exhibit an IFN signature and that MITF transcriptionally inhibits some of these genes, the real impetus of this study stemmed from previous observations that *Mitf*^*mi-vga9/+*^ causes increased McSC differentiation and hair graying in combination with the transgene Tg(Dct-Sox10) [17]. In order to investigate whether aberrant innate immune signaling might explain hair graying in Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ animals, we first evaluated the expression of *Mitf* and ISGs in the skin of adult littermates generated by mating *Mitf*^*mi-vga9/+*^ and Tg(Dct-Sox10)/0 animals. Interestingly, qRT-PCR analysis reveals that skins from Tg(Dct-Sox10)/0 mice exhibit *Mitf* levels similar to that of wild-type, and skins from Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^mice exhibit reduced levels of *Mitf* that are indistinguishable from *Mitf*^*mi-vga9/+*^ mice (**Fig 5A**). This is in contrast to the expectation that the Tg(Dct-Sox10) transgene would increase *Mitf* expression due to the ability of SOX10 to up-regulate *Mitf* transcriptionally [51]. However, in correlation with these low *Mitf* expression levels, skins from both *Mitf*^*mi-vga9/+*^ and Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ mice show a significant up-regulation of the ISGs *Ifih1*, *Irf7*, *Isg15*, and *Stat1*, with Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ skins showing the additional up-regulation of *Ifit3* (**Fig 5A′**). Because *Mitf*^*mi-vga9/+*^ mice do not exhibit hair graying themselves [17], these observations suggest that it may be the unique combination of melanocyte dysregulation via Tg(Dct-Sox10)/0 and innate immune dysregulation via *Mitf*^*mi-vga9/+*^ that leads to the exacerbated hair graying observed in Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ and Tg(Dct-Sox10)/ Tg(Dct-Sox10); *Mitf*^*mi-vga9/+*^mice.

**Fig 5:**
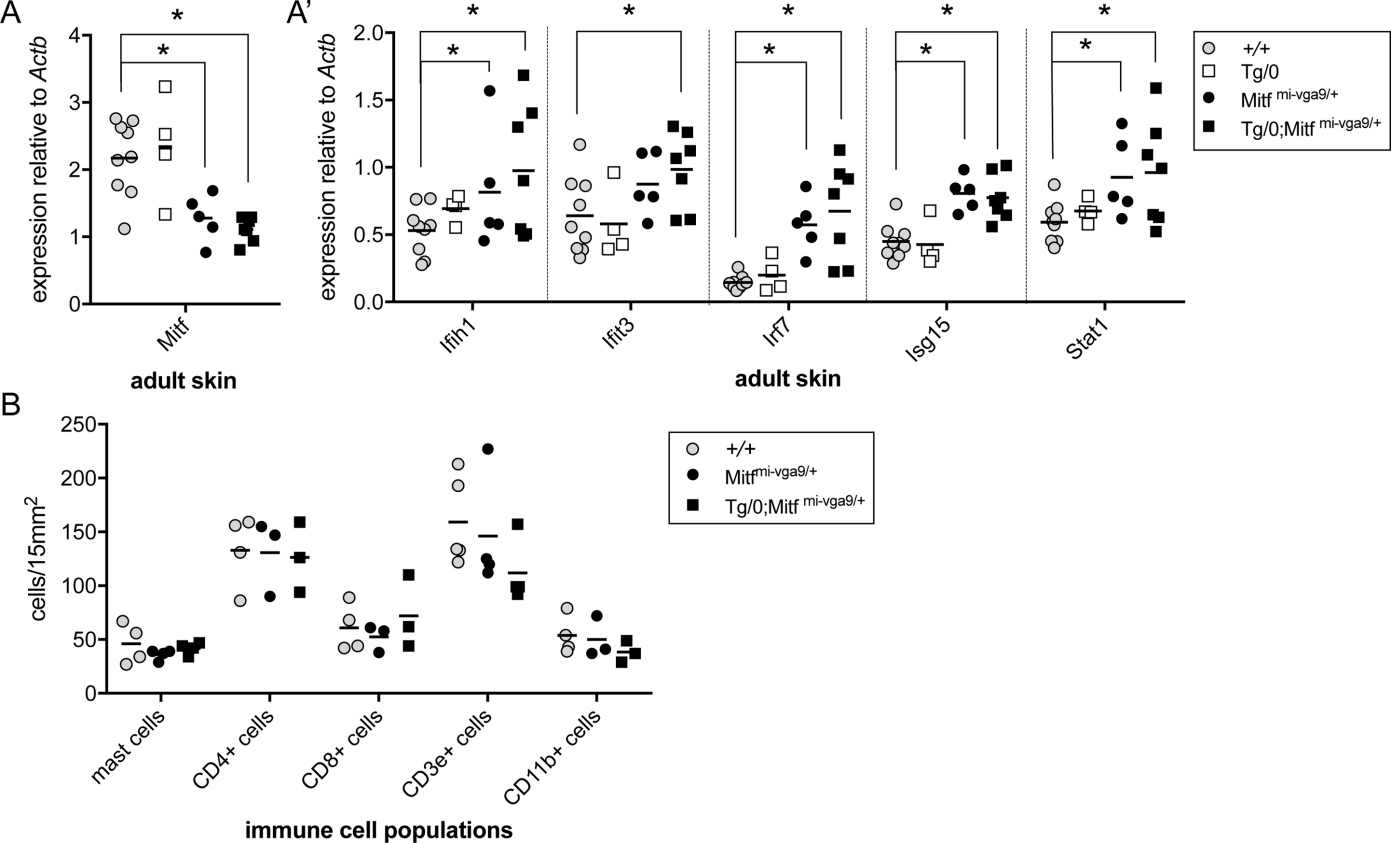
*Mitf*^*mi-vga9/+*^ and Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ animals exhibit elevated ISG expression but no change in the density of immune populations within the skin. **(A, A′)** qRT-PCR analysis of *Mitf* and ISG expression in skin isolated from adult wild-type, Tg(Dct-Sox10)/0, *Mitf*^*mi-vga9/+*^, and Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ littermates. Each point on the graph represents the expression value from skin of an individual animal. The horizontal bars represent the mean, and the asterisks indicate gene expression changes with a *q*-value of <0.05 using the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, with *Q* = 5%. **(B)** Number of immune-related cells per a 15 mm^2^ area of skin from the same animals as described in (A) harvested at mid-anagen. Mast cells were detected using toluidine blue staining, and other immune cells were detected by immunofluorescence for the indicated markers. Representative images of histological sections used for cell counts are provided in **S2 Fig**. Each point on the graph represents cell counts from an individual animal, and the horizontal bar represents the mean. *t* tests confirmed no statistically significant differences in the density of immune cells when comparing wild-type animals to *Mitf*^*mi-vga9/+*^ or Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ animals. The raw data used to generate the graphs in (A), (A′), and (B) are available in **S1 Data**. *Actb*, actin beta; CD, cluster of differentiation; ISG, IFN-stimulated gene; *Mitf*, melanogenesis associated transcription factor; qRT-PCR, quantitative reverse transcription polymerase chain reaction.

An IFN signature is commonly detected in affected tissues of patients afflicted with autoimmune disease. Using the same mice as in Fig 5A, we assessed whether changes in resident and infiltrating immune cell populations could provide an etiology for hair graying within Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ mice. On cryosections of skin, we quantified mast cells (toluidine blue histologic stain), T cells (CD4+, CD8+, CD3ɛ+), macrophages, and dendritic cells (CD11b). Previous studies report a partial depletion of skin mast cells in *Mitf*^*mi-vga9*^ homozygotes [52]; however, a similar reduction is not observed in *Mitf*^*mi-vga9/+*^ or Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ animals. Moreover, immunolabeling for CD3ɛ, CD4, CD8, and CD11b indicates no overt change in the density of these immune cell populations (**Fig 5B, S2 Fig**). Thus, the increased hair graying associated with *Mitf*^*mi-vga9/+*^ is likely not the result of immune cell-mediated destruction of melanocytes.

### Reduction of *Ifih1* is not sufficient to rescue *Mitf*^*mi-vga9*^-mediated hair graying

Recent genome-wide association studies have led to the identification of function-reducing mutations in interferon induced with helicase C domain 1 (*Ifih1*) as protective against vitiligo in humans [53]. *Ifih1* is one of the direct transcriptional targets of MITF identified above (**Fig 4**) and encodes for the protein MDA5. MDA5 sits at the top of the type I innate immune signaling cascade and functions as a cytoplasmic PRR that responds to pathogen-associated molecular patterns (PAMPs) like viral RNA [54]. Gain-of-function mutations of *Ifih1* in humans or overexpression of *Ifih1* in mice is associated with a sustained IFN gene signature and makes it a reasonable candidate for mediating a similar effect downstream of *Mitf*^*mi-vga9/+*^ [55,56]. Thus, we were interested to evaluate whether *Ifih1* haploinsufficiency would be sufficient to reduce the hair graying caused by *Mitf*^*mi-vga9*^ in the context of Tg(Dct-Sox10).

Hair graying associated with Tg(Dct-Sox10) is most readily visible in mice that are homozygous for the transgene, with Tg(Dct-Sox10)/Tg(Dct-Sox10); *Mitf*^*mi-vga9/+*^ animals exhibiting robust graying at 110 days (**Fig 1**). Comparing Tg(Dct-Sox10)/Tg(Dct-Sox10); *Mitf*^*mi-vga9/+*^ mice to their littermates, we find that additional heterozygosity for *Ifih1* (*Ifih* ^*tm1*.*1Cln/+*^) does not reverse hair graying to the levels observed in Tg(Dct-Sox10)/Tg(Dct-Sox10) mice (**Fig 6, S3 Fig**). At most, and in a qualitative sense, *Ifih* ^*tm1*.*1Cln/+*^ appears to produce a small reduction in the existing congenital white belly spot. These observations suggest that while MITF may repress *Ifih1* in melanocytes in vitro, reduction of *Ifih1* in vivo is insufficient to reverse hair graying associated with *Mitf*^*mi-vga9/+*^. This may indicate that the influence of MITF in innate immune regulation extends beyond the regulation of an individual gene, which is consistent with the fact that *Ifih1* is not the only innate immune target gene directly downstream of MITF (as shown in **Fig 4**).

**Fig 6:**
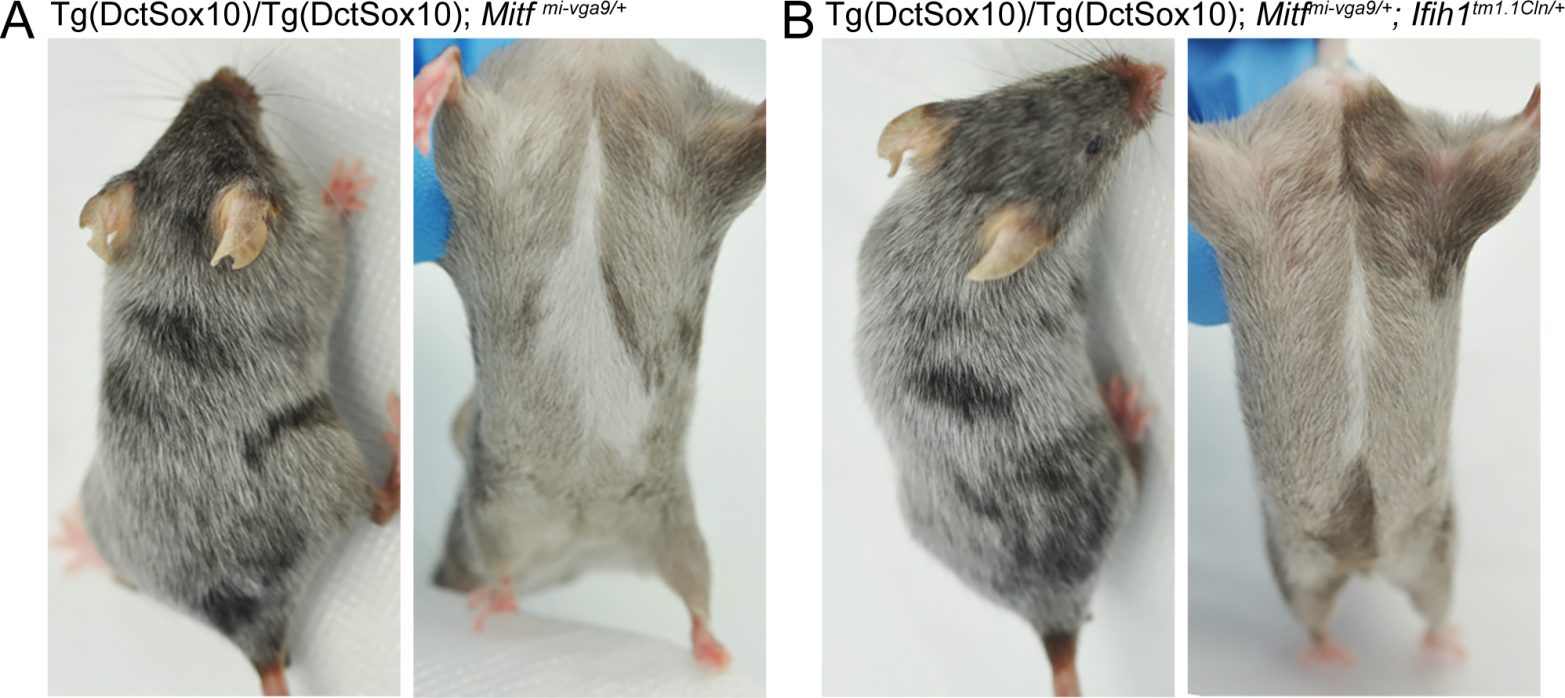
*Ifih1*^*tm1*.*1Cln/+*^ does not affect hair graying in Tg(Dct-Sox10)/Tg(Dct-Sox10); *Mitf*^*mi-vga9/+*^ mice. **(A, B)** Images of Tg(Dct-Sox10)/Tg(Dct-Sox10); *Mitf*^*mi-vga9/+*^ and Tg(Dct-Sox10)/Tg(Dct-Sox10); *Mitf*^*mi-vga9/+*^; *Ifih* ^*tm1*.*1Cln/+*^ littermates imaged at postnatal day 95. **(A)** Tg(Dct-Sox10)/Tg(Dct-Sox10); *Mitf*^*mi-vga9/+*^ animals exhibit a white belly spot at birth and premature hair graying as they age. **(B)** Tg(Dct-Sox10)/Tg(Dct-Sox10); *Mitf*^*mi-vga9/+*^; *Ifih* ^*tm1*.*1Cln/+*^ animals also exhibit hair graying and a belly spot that is slightly reduced in size. Images shown here are representative of five biological replicates for each genotype, with additional images provided in **S3 Fig**. *Ifih1*; interferon induced with helicase C domain 1; *Mitf*, melanogenesis associated transcription factor.

### Systemic poly(I:C) administration exacerbates hair graying in genetically susceptible mice

Up to this point, it is still unclear whether the innate immune dysregulation associated with *Mitf*^*mi-vga9*^ contributes to elevated hair graying in Tg(Dct-Sox10) mice or whether these two phenomena are merely correlated. To investigate if the activation of innate immune signaling is sufficient to mediate changes in McSC maintenance and hair graying independent of *Mitf*, we asked if hair graying can be induced in mice exposed systemically to the viral mimic poly(I:C). Poly(I:C) administered in vivo by intraperitoneal injection induces type I IFN production, which is detectable in the blood serum and lymphoid system [37,57]. This in turn initiates the antiviral response via up-regulation of ISGs to limit viral replication [58]. To mimic the combination of *Mitf*^*mi-vga9*^ and Tg(DctSox10) that leads to exacerbated hair graying, we examined Poly(I:C)-mediated innate immune activation on the Tg(Dct-Sox10) background and compared it to wild-type.

To assess the effects of poly(I:C) on hair pigmentation, hairs along the lower back of each mouse were plucked to synchronize and activate the hair cycle, and the mice were injected with poly(I:C) for 3 days sequentially, beginning at 4 days post plucking. The presence of nonpigmented, gray hairs is detected by visual inspection once the hairs have emerged from the skin. Notably, treatment with this viral mimic is sufficient to increase the amount of gray hairs present in the plucked area in Tg(Dct-Sox10)/0 mice but not adequate to induce hair graying on the wild-type background (**Fig 7A**). By immunolabeling for the melanocyte marker DCT on skin sections from these mice, we demonstrate that this hair graying phenotype is the result of the quantitative reduction of McSCs (DCT+ cells in the hair bulge) and melanocytes (Dct+ cells in the hair bulb; **Fig 7B and 7C**). This same cell loss is not observed in wild-type animals that are treated with poly(I:C). Taken together, these results suggest that proper regulation of innate immune signaling during active hair growth is essential to both McSCs and differentiating melanocytes and that this effect is unmasked by the Tg(Dct-Sox10) genetic background. Akin to Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ animals, treating Tg(Dct-Sox10)/0 mice with poly(I:C) leads to increased hair graying.

**Fig 7:**
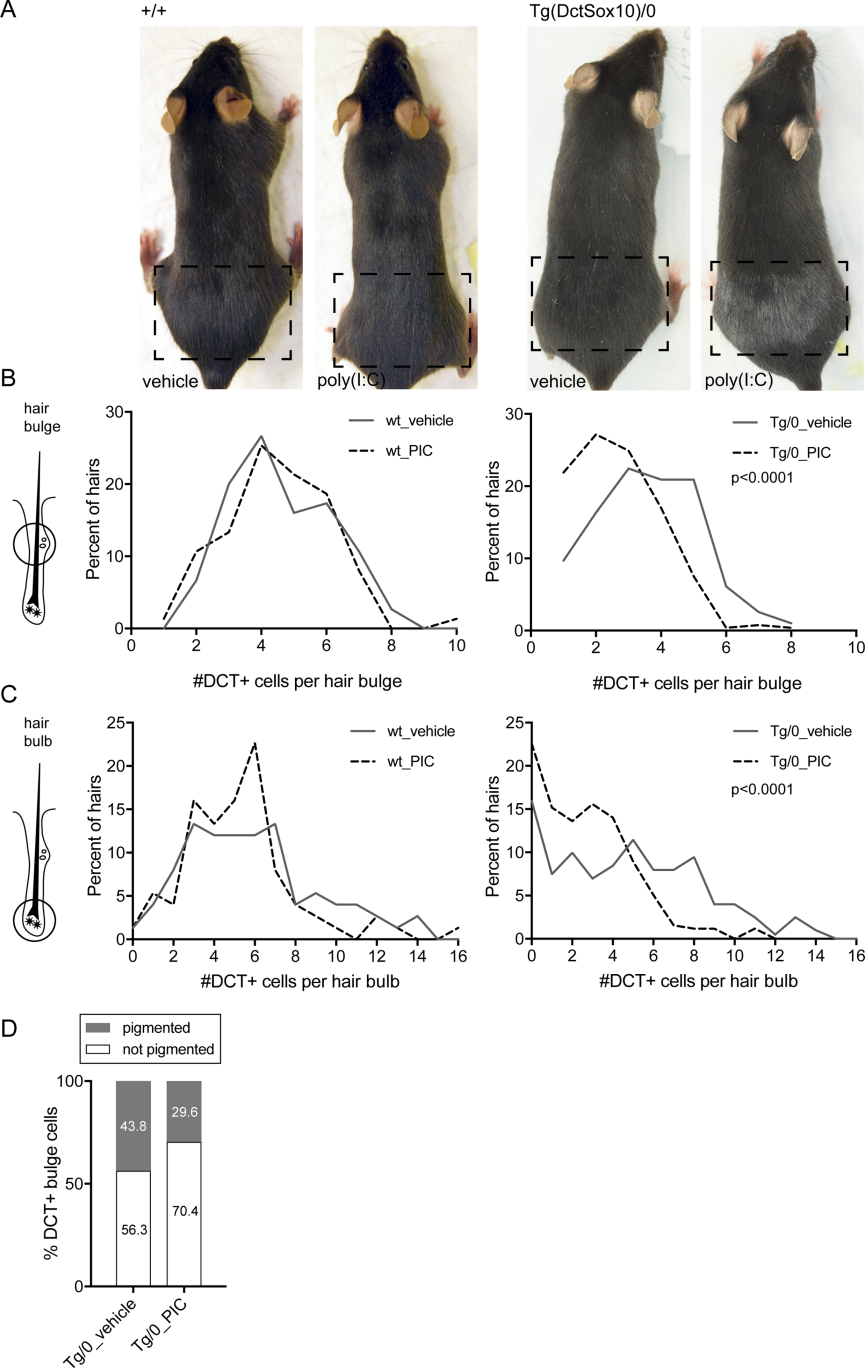
Treatment with the viral mimic poly(I:C) worsens hair graying in Tg(Dct-Sox10)/0 susceptible mice. **(A)** Wild-type (left) and Tg(Dct-Sox10)/0 (right) mice were plucked along their lower back (the plucked region is indicated by the dashed boxes) to synchronize and initiate the hair cycle in this area. Starting on the fourth day after plucking, mice received an intraperitoneal injection on three consecutive days of 100 μL of physiological water alone (vehicle) or physiological water containing 100 μg of poly(I:C). Hair regrowth was allowed to proceed normally and the mice were imaged within the same hair cycle, approximately 21 days after the initial plucking. Images shown here are representative of 3–5 animals for each genotype and treatment. **(B, C)** Histograms of the percent of hairs exhibiting DCT+ McSCs in the hair bulge (B) or DCT+ melanocytes in the hair bulb (C) of mice treated similarly to those described in (A). For this experiment, skins were harvested on the seventh day after plucking, sectioned, and immunolabeled for DCT. For the wild-type mice, each histogram represents 75 hairs evaluated across 3 animals for each anatomic location. For the Tg(Dct-Sox10)/0 mice, each histogram represents >190 hairs evaluated across 6 animals for each anatomic location. Histogram distributions were assessed for significance using the Kolmogorov-Smirnov test. **(D)** Quantification of pigmented and not pigmented DCT+ McSCs within the hair bulge of mice treated and prepared similarly to those described in (B). For the Tg(Dct-Sox10)/0 mice injected with the vehicle control, 256 McSCs were assessed across 3 animals. For the Tg(Dct-Sox10)/0 mice injected with poly(I:C), 260 McSCs were assessed across 5 animals. The difference in the proportion of pigmented and not pigmented DCT+ McSCs between treatments was tested for significance using the Fisher’s exact test (*p* = 0.001). The raw data used to generate the graphs in (B), (C), and (D) are available in **S1 Data**. DCT, dopachrome tautomerase; McSC, melanocyte stem cell; poly(I:C); polyinosinic:polycytidylic acid.

In order to investigate the cellular mechanism responsible for the loss of McSCs and melanocytes in Tg(Dct-Sox10)/0 mice treated with poly(I:C), we performed further histological analysis to assess for T-cell infiltration and apoptosis. Using immunolabeling and the pan T-cell marker CD3ε, we found no qualitative difference in T-cell localization or density within the skins of Tg(Dct-Sox10)/0 mice injected with poly(I:C) or the vehicle control (**S4 Fig**). Double labeling for DCT and the apoptotic marker, cleaved caspase 3 (CC3), also revealed no apparent CC3+ cells within the hair follicles where McSCs or melanocytes reside (**S4 Fig**). Interestingly, however, closer examination of the differentiation state of the McSCs in Tg(Dct-Sox10)/0 mice treated with poly(I:C) revealed a significant reduction in the percentage of ectopically pigmented McSCs within the hair. Previously, we established that about half of the McSCs in Tg(Dct-Sox10)/0 mice exhibit a differentiated phenotype in comparison to wild-type [17]. However, the proportion of ectopically pigmented McSCs in Tg(Dct-Sox10)/0 mice treated with poly(I:C) is significantly lower than in Tg(Dct-Sox10)/0 mice given the vehicle control (**Fig 7D**). We surmise that the drop in overall McSC numbers observed in poly(I:C)-treated Tg(Dct-Sox10)/0 mice (shown in Fig 7B) is due to the specific loss of McSCs that have inappropriately differentiated, and that the loss of the these McSCs either occurred at an earlier time point or via a mechanism that does not involve T-cell infiltration or CC3-associated apoptosis. Interestingly, hair graying in Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ mice is more progressive than the acute graying observed in Tg(Dct-Sox10)/0 mice treated with poly(I:C) [17], and hair graying in Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ mice is preceded by excessive McSC differentiation, a phenotype that we do not observe in the Tg(Dct-Sox10)/0 mice treated with poly(I:C). In the future, it will be important to evaluate whether lower dosages of poly(I:C) can drive McSC differentiation or whether these two hair graying models represent distinct cellular pathologies.

## Discussion

By assessing McSCs and melanoblasts in vivo and melanocytes in vitro, we identify a novel role for MITF in the transcriptional repression of target genes involved in type I innate immune signaling. Accordingly, we demonstrate that haploinsufficiency for *Mitf* incites a heightened and sustained IFN gene signature in McSCs, melanoblasts, and whole skin, and that *Mitf*^*mi-vga9/+*^ melanoblasts have an enhanced ability to respond to viral mimic. We show through siRNA knockdown and ChIP analysis in vitro that MITF transcriptionally represses several ISGs and that for some of these ISGs, this response may be through the direct binding of MITF to their gene promoter. Furthermore, we establish that postnatal melanocytes and McSCs are negatively affected by systemic activation of innate immune signaling in vivo and that this contributes to the pathogenesis of hair graying when considered in the context of a genetic background that is already at risk for this phenotype.

The participation of MITF in the regulation of innate immune target genes within the melanocyte lineage is unanticipated but is reported within other genomic datasets. For instance, RNA-seq analysis of human melanoma COLO829 cells transfected with *MITF* short hairpin RNA (shRNA) demonstrates an up-regulation of over 17 of the same 55 innate immune DEGs identified in *Mitf*^*mi-vga9/+*^ McSCs, including *Ifih1*, *Ifit3*, *Irf7*, *Parp9*, and *Stat1* (GSE50686 [41]). Differential regulation of 15 of the 55 *Mitf*^*mi-vga9/+*^ innate immune DEGs is also observed after transient knockdown of *MITF* in the immortalized, human melanocytes Hermes 3A, although the direction of expression varies in comparison to our observations [59]. Interestingly, animals that are homozygous for a loss-of-function mutation in the melanocortin 1 receptor gene (*Mc1r*^*e/e*^) also exhibit differential expression of ISGs in skin and spleen [60]. MC1R and MITF exist in a positive feedback regulatory loop, in which MC1R activation leads to cAMP/CREB-dependent up-regulation of *Mitf* [61], and MITF acts as a transcriptional activator of *Mc1R* gene expression [47,62]. These observations further highlight a link between key melanocyte proteins and the expression of genes involved in the innate immune response.

The involvement of MITF in ISG regulation and hair graying is particularly relevant in light of the increasing number of studies indicating an innate immune component to vitiligo [63]. In humans, association studies identified *IFIH1* as well as the innate immune genes, NLR family pyrin domain containing 1 (*NLRP1*) and toll like receptor adaptor molecule 1 (*TICAM1*), as susceptibility loci associated with generalized vitiligo [53,64–66]. *NLRP1* and *TICAM1* encode the proteins for a PAMP receptor involved in microbial sensing and an adapter molecule involved in innate immune Toll-like receptor signaling, respectively. Infiltrations of active natural killer cells and inflammatory dendritic cells, both innate immune effector cells, are also observed in the lesional skin of vitiligo patients [67,68]. In the Smyth line chickens, an avian model of spontaneous vitiligo, global gene expression changes associated with the innate immune pathway are observed during both the onset and progression of vitiliginous disease [69]. Additionally, vaccination of these birds with live turkey herpesvirus greatly increases the incidence of hypopigmentation in this susceptible avian line [70,71]. Further investigation into the molecular mechanisms that drive the hair graying phenotypes associated with McSC and melanocyte loss in Tg(Dct-Sox10)/0; *Mitf*^*mi-vga9/+*^ mice or Tg(Dct-Sox10)/0 mice treated with poly(I:C) may provide new insight into the role of innate immune regulation in hypopigmentary disease.

We do not yet understand why only the Tg(Dct-Sox10) mice are sensitive to poly(I:C). Some have speculated that melanocytes produce byproducts that act as endogenous damage-associated molecular patterns (DAMPs) in response to cellular stress [72]. DAMPs, like PAMPs, have the capacity to initiate PRR activation but do so in the absence of virus in a process known as sterile inflammation. Within Tg(Dct-Sox10) mice, overexpression of *Sox10* drives the production of aberrant pigmentation with the McSCs [17], and we can now use the Tg(Dct-Sox10) line as a model to ask whether this process leads to the triggering of damage-associated innate immune effectors.

Few reports describe loss of hair pigmentation or vitiligo-like symptoms in mammalian model systems or human patients after exposure to virus, viral mimic, or elevated type I IFN. In a set of case reports of IFN-α-induced vitiligo after treatment of hepatitis C, it is postulated that the reason hair graying is infrequently observed in hepatitis C patients is because IFN treatment is “only sufficient to unmask vitiligo in susceptible individuals” [73]. This idea is encouraged by our observations that neither *Mitf*^*mi-vga9/+*^ nor poly(I:C) treatment on its own is sufficient to induce changes in postnatal pigmentation in mice, but both can modify hair graying when combined with the susceptible Tg(Dct-Sox10) background. Other examples demonstrate that even with an elevated basal IFN signature, additional environmental or genetic factors are often required to unmask autoimmune disorders, suggesting that this phenomenon is not limited to melanocyte pathologies. For instance, mice expressing multiple copies of an *Ifih1* transgene spontaneously generate type I IFN and exhibit no overt phenotype, but increase disease severity when crossed with a lupus-prone strain [55]. Genetic variations in *Ifih1* in humans are also associated with increased type I IFN signaling and an increased risk for the development of a number of autoimmune disorders, including Aicardi-Goutieres syndrome, systemic lupus erythematosus, and type I diabetes [56,74,75].

Finally, it is important to mention that while this study has focused on assessing the potential role of MITF in the regulation of ISGs autonomous to the melanocyte, these data do not exclude the possibility that a nonautonomous source of IFN also contributes to the ISG signature observed in the melanoblasts and McSCs isolated from *Mitf*^*mi-vga9/+*^ animals. For instance, in addition to melanocytes, MITF is also indispensable for proper mast cell development. Beyond their well-known role in the allergic response, mast cells are also recognized as effectors and modulators of the innate immune response [76,77]. While we did not observe a change in the number of mast cells in *Mitf*^*mi-vga9/+*^ mice (**Fig 5B**), other studies have reported that animals that are homozygous for *Mitf*^*mi-vga9*^ show significantly reduced mast cell numbers, defects in mast cell differentiation and proliferation, and a reduced ability to resist bacterial infection [52,78,79]. Conditional rescue of *Mitf* expression within the melanocyte lineage of *Mitf*^*mi-vga9/+*^ mice would help determine whether nonautonomous mechanisms contribute to ISG expression in melanocytic cells and would further refine our understanding of the interplay between melanocyte biology and innate immune signaling.

In summary, we describe a negative regulatory role for MITF in the expression of innate immune genes in melanocytes in vitro and establish the *Mitf*^*mi-vga9/+*^ mouse line as one in which the McSCs, melanoblasts, and whole skin exhibit a chronically elevated IFN signature. This finding describes a new mechanism by which melanocytes can intrinsically regulate their innate immune response, the implications of which are relevant to both melanocyte physiology and disease. Our data also highlight poly(I:C)-treated, Tg(Dct-Sox10) mice as one of very few examples of an in vivo, innate immune-related, hair graying mouse model. The fact that genetically distinct mice respond differently to poly(I:C) is noteworthy and may help to explain anecdotal stories in humans of spontaneous hair graying after viral infection.

## Materials and methods

### Ethics statement

All research completed in the manuscript was performed under the guidance of the UAB IACUC or NIH IACUC and is associated with the following animal protocols: UAB 20382 (to MLH); NCI-Frederick 17–031 (to GM); NHGRI G-94-7 (to WJP).

### Animals, mouse crosses, genotyping

*Mitf*^*mi-vga9*^ mice on a mixed C57BL/6 × C3H genetic background were received as a gift (H. Arnheiter [80]) and rederived on C57BL/6J. *Mitf*^*mi-vga9*^ mice were maintained by intercross and backcross to C57BL/6J. To generate the *Mitf*^*mi-vga9/+*^ mice for RNA-seq analysis (**Fig 3**, **S2 Data**), *Mitf*^*mi-vga9*^ homozygotes were backcrossed to C57BL/6J mice. To generate the wild-type mice for RNA-seq analysis, C57BL/6J mice were intercrossed. The wild-type and *Mitf*^*mi-vga9/+*^ mice used for the qRT-PCR of skin in **S1 Fig** were generated as part of an unrelated study and are also homozygous for the Dct-rtTA transgene [81]. The Dct-rtTA transgene is used for doxycycline-induced expression of tetracycline responsive elements in the presence of doxycycline. These animals were age-matched control animals and as part of this unrelated experiment were not treated with doxycycline. The +/+; rtTA/rtTA animals were generated by mating +/+; rtTA/rtTA and +/+; rtTA/rtTA animals. The *Mitf*^*mi-vga9/+*^; rtTA/rtTA animals were generated by using *Mitf*^*mi-vga9/ mi-vga9*^; rtTA/rtTA animals that were also heterozygous for a tetracycline inducible *Mitf* transgene and mating them with +/+; rtTA/rtTA animals. To generate the *Mitf*^*mi-vga9/+*^ and wild-type animals used for primary melanoblast isolation (**Fig 3**), *Mitf*^*mi-vga9/+*^ mice were backcrossed to C57BL/6J mice and the littermates were used for analysis.

The Tg(Dct-Sox10) transgenic line was generated on the FVB/N background and maintained through a combination of backcrossing to C57BL/6J and by intercross (Tg(Dct-Sox10)CF1-10Pav [82]). To generate the double and single mutants used for the analysis of gene expression in skin (**Fig 5**), *Mitf*^*mi-vga9/+*^ mice were crossed to Tg(Dct-Sox10)/0 mice and the littermates used for analysis. To generate the Tg(Dct-Sox10)/0 for treatment with poly(I:C) (**Fig 7**), Tg(Dct-Sox10) homozygotes were backcrossed to C57BL/6J mice.

*Ifih* ^*tm1*.*1Cln*^ homozygote mice were obtained from JAX (015812, [37]) and crossed to Tg(Dct-Sox10)/0 mice. The Tg(Dct-Sox10)/0; *Ifih* ^*tm1*.*1Cln*/+^ progeny from this cross were mated further with Tg(Dct-Sox10)/Tg(Dct-Sox10); *Mitf*^*mi-vga9/+*^ mice to assess *Ifih* ^*tm1*.*1Cln*^ rescue (**Fig 6**).

All mice were genotyped using DNA isolated from tail tips and PCR analysis. Primers and cycling conditions for the *Mitf*^*mi-vga9*^ and Tg(Dct-Sox10) alleles were described previously [17]. 

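In the reference genome build mm9, the common reverse primer CTTCTGTTCTTCCTGGGAGACC matches chromosome 2 at 1 place, from 62483311 to 62483332, in an intron of *Ifih1*. *Ifih1* lies on the minus strand, with its transcription start site at 62484312. The wild-type forward primer GGGACTATTGACAGTCGAAGAC matches from 62483544 to 62483565, in a coding exon of *Ifih1*, so the wild-type product spans 255 bases. The mutant forward primer CCCCGGTCAAAGCTGAATAAAT matches from 62484831 to 62484852, upstream of the transcription start site, and on the reference sequence it and the common primer span 1542 bases. The length of the mutant product depends on the sequence of the mutant allele, which was not used here.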

The *Ifih* ^*tm1*.*1Cln*^ allele was amplified under standard PCR conditions (30 cycles of 45 seconds at 94°C, 45 seconds at 65°C, and 60 seconds at 72°C), using the genotyping primers described at JAX: Ifih1_common_reverse, CTTCTGTTCTTCCTGGGAGACC; Ifih1_wildtype_forward, GGGACTATTGACAGTCGAAGAC; and Ifih1_mutant_forward, CCCCGGTCAAAGCTGAATAAAT.

### FACS isolation of McSCs and melanoblasts

Single cell dermal isolations were generated from P1.5 or 8-week-old mice and sorted by FACS to obtain melanoblasts or McSCs, respectively. Cells of the melanocyte lineage were identified by their surface expression of the receptor KIT. Both melanoblasts and McSCs reside in the hair follicle at these respective time points and exhibit KIT+ immunolabeling (**Figs 2 and 3**). This isolation method was adapted from previously published protocols [83][84]. In brief, trunk skin was incubated in 0.25% Trypsin-EDTA to separate the dermis from the epidermis. The dermis was further dissociated by enzymatic treatment with 0.3 mg/mL Liberase TL (Roche) and then physically disrupted by passing the dermal cell solution forcefully through a syringe-type, 70 uM Filcon filter (BD Biosciences). Dermal cells were labeled with the cell surface markers, KIT (CD117, BD Pharmingen) and CD45.2 (BD Pharmingen), and assessed for fluorescence on a FACSAria (Becton Dickinson). Cells of the melanocyte lineage were positively selected for by gating on the KIT+, CD45.2− cell population. Mast cells were negatively selected away by removing any double positive cells (KIT+, CD45.2+) (**Fig 2**). Analysis of the cell populations within FACS gates was performed using FlowJo software.

### RNA isolation and qRT-PCR

Cells and tissues for qRT-PCR analysis were harvested in TRIzol reagent (ThermoFisher) and tissues homogenized using a BeadBlaster (Benchmark). Total RNA from tissue, FACS cells, or tissue culture cells was purified using the Directzol RNA MiniPrep Kit (Zymo) and quantified on a Qubit fluorometer or Biotek spectrophotometer. For qRT-PCR analysis, 1–2 ug of RNA was reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (ABI). qRT-PCR was performed on this cDNA using Taqman gene expression assays and Taqman Fast Universal PCR Master Mix. The gene expression assays used here include: *Actb*, mm00607939_s1; *Ifih1*, mm00459183_m1; *Ifit3*, mm01704846_s1; *Ifna4*, mm00833969_s1; *Ifnb1*, mm00439552_s1; *Irf4*, mm00516431_m1; *Irf7*, mm00516793_g1; *Isg15*, mm01705338_s1; *Mitf*, Mm00434954_m1; *Pmel*, mm00498996_m1; *Stat1*, Mm00439531_m1.

### RNA-seq and differential gene expression analysis

McSCs from approximately ten 8-week-old animals were pooled to generate enough RNA to serve as one biological replicate. RNA quality for RNA-seq was assessed by Bioanalyzer (Agilent), and only samples with RIN scores >7.5 were used. mRNA libraries were constructed from about 200 ng total RNA using the Illumina TruSeq RNA Sample Prep Kits, version 2. The resulting cDNA was fragmented using a Covaris E210. Library amplification was performed using 16 cycles. Unique barcode adapters were applied to each library. Libraries were pooled in equimolar ratio and sequenced together on a HiSeq 2000 with version 3 flow cells and sequencing reagents. At least 54 million 101-base read pairs were generated for each individual library. Data were processed using RTA 1.13.48 and CASAVA 1.8.2.

RNA from each sample was sequenced on two separate lanes, obtaining paired-end reads that were 101 bp in length. RNA-seq reads that passed the Illumina platform quality check were used for downstream analyses. RNA-seq reads were aligned to the mouse mm9 reference genome sequence with the STAR (v. 2.3.0e) software using default parameters. RNA-seq reads that mapped to genomic locations for known rRNAs (obtained from the UCSC genome browser) were filtered using split_bam.py included in the RSeQC package (v. 2.3.7). RNA-seq read counts were calculated with the htseq_count (v. 0.5.3p3) software using annotations for protein coding genes obtained from Ensembl (release 67), thus obtaining counts for RNA-seq reads that mapped unambiguously to Ensembl gene models. These RNA-seq counts were used for differential gene expression analysis performed with DESeq2. For the differential gene expression analysis, a comparison of RNA-seq reads counts between two experimental conditions was done, with each condition containing RNA-seq data collected from three biological replicates. The RNA-seq data produced in this study are available at NCBI GEO under accession GSE102271.

To make the heatmap, a regularized log transformation was applied (rlog) to the DESeq2 results data frame (DEseq2). These values for the genes of interest were loaded into the heatmap R package and scaled and clustered by row to generate the heatmap.

### Cell culture and siRNA transfection

Primary melanoblasts obtained from FACS were grown in RPMI 1640 medium supplemented with 10% fetal bovine serum (not heat inactivated, Gemcell), 200 nM 12-O-tetradecanoylphorbol 13-acetate (TPA, Sigma-Aldrich), 10 ng/mL stem cell factor (Gibco), 0.6 ng/mL basic fibroblast growth factor (Stemgent), 2 mM glutamine, 100 U/mL penicillin, and 100 ug/mL streptomycin. Cells from the immortalized, mouse melanocyte cell line, melan-a (melan-Ink4a-Arf-1 [85]) were grown in RPMI 1640 medium supplemented with 10% fetal bovine serum (Gibco), 200 nM TPA (Sigma-Aldrich), 200 pM cholera toxin (Sigma- Aldrich), 2 mM glutamine, 100 U/mL penicillin, and 100 ug/mL streptomycin. Primary and immortalized cells were incubated at 37°C in humidified air with 10% CO_2_.

siRNA-mediated gene knockdown was performed over 48 hours using Lipofectamine RNAiMAX (Invitrogen) and the following duplex siRNAs (IDT and IDT TriFECTa): *siMitf-scram* (5′-UAUCUUUAACCGUUCGUCCAGUGC-3′, 3′-TTAUAGAAAUUGGCAAGCAGGUCACG-5′); *siMitf* (5′-GGUGAAUCGGAUCAUCAAGCAAGATT-3′, 3′-CCACUUAGCCUAGUAGUUCGUUCU-5′); *siMitf-OM* (same sequence as *siMITF* with 3, 2′-*O*-methyl-modified uridines along each siRNA); *siIrf4_a* (5′-CUUGGAAGACAAGAUUACGAUGUGC-3′, 3′-AUGAACCUUCUGUUCUAAUGCUACACG-5′); *siIrf4_b* (5′-GGGCAUUGUUUAAAGGAAGUUCCG-3′, 3′-AACCCGUAACAAAUUUCCGUUCAAGGC-5′) and *siNC1* (negative control #1, Thermofisher).

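The sense strand of *siMitf*, written as DNA without its overhang (GGTGAATCGGATCATCAAGCAAGA), matches the mm9 genome at 1 place, chromosome 6 from 97967839 to 97967862, in a coding exon of *Mitf*, and it is found in 8 annotated transcripts, all of *Mitf*. Neither strand of *siMitf-scram* matches an annotated transcript exactly (0 transcripts). The sense strand of *siIrf4_a* (CTTGGAAGACAAGATTACGATGTGC) matches chromosome 13 from 30843607 to 30843631, in a coding exon of *Irf4*, and 2 transcripts of that gene. For *siIrf4_b*, the antisense strand is complementary to 2 transcripts of *Irf4* over its 27 bases, while the sense strand as printed matches no transcript (0). Of the 24 paired positions of *siIrf4_b* as printed and compared without gaps, 19 are complementary between the strands and 5 are not. The first of the 5 is at position 17 of the sense strand counted from its 5′ end. With a C inserted there, the printed sense strand would be complementary to the antisense strand along its whole length. The 5 mismatches and the missing transcript match therefore come from a base that the sense strand as printed lacks. Only exact matches were searched, so near matches in other genes are not covered.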

### ChIP assay

ChIP assay was performed on chromatin lysates extracted from melan-a cells. Two million cells were cross-linked at room temperature for 10 minutes using 1% formaldehyde (final concentration), and chromatin lysates were prepared according to a previously described protocol [86]. The ChIP reaction was carried out by incubating chromatin lysates with anti-MITF antibody (HPA003259; Sigma-Aldrich, Inc., St. Louis, MO). IgG ChIP was performed with a nonspecific antibody control. DNA coprecipitating with anti-MITF and anti-IgG antibodies was recovered on magnetic beads (Dynabeads, Invitrogen), de–cross-linked, and purified using the *phenol*:*chloroform*:*isoamyl* alcohol DNA extraction method. DNA obtained from ChIP as well as input (lysates with no antibody added) was quantified by RT-PCR using primer sets for promoter regions of Stat1, Ifit3, Ifih1, Dct, and a negative control region. DNA sequences for the primer sets used in the experiment are as follows: *Stat1* (Forward, GACCAAGTGTCCGGGACTAA; Reverse, TGCTTTCTTCCAAGTGTCACAG); *Ifit3* (Forward, CAGTGATGCACATGTTACCAA; Reverse, CCAGCTTTTAATGACTACGTCCA); *Ifih1*(Forward, ACAGGGACCTTGCATACTGG; Reverse, GGCCTGCCTAATGACAGATG); *Dct* (Forward, CCTGACACAAAGCCAGACAC; Reverse, GAAGCCATCATTAAGGGGATT); negative control region (Catalog#: 71018; Active Motif). 

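On the mm9 genome the *Ifih1* primers bound a product of 102 bases on chromosome 2 from 62484851 to 62484952. It ends 539 bases upstream of the transcription start site of *Ifih1* on the minus strand, and all 102 bases lie within the ChIP-seq peak that Table 1 gives for *Ifih1*, from 62483483 to 62484952. For *Ifit3* the product covers 205 bases of chromosome 19 from 34657405 to 34657609, 412 bases upstream of the start site at 34658021. None (0) of its bases lie within the *Ifit3* peak of Table 1, from 34657775 to 34658283. The product lies just upstream of the peak, and the paper's ChIP methods do not give the size of the fragments. Fragments that reach from the peak into the product could carry its signal, so the lack of overlap does not show that the assay missed the site. The forward primer CAGTGATGCACATGTTACCAA also matches the same chromosome from 34681801 to 34681821, whereas the reverse primer CCAGCTTTTAATGACTACGTCCA matches at 1 place. The *Dct* product covers 101 bases of chromosome 14 from 118451566 to 118451666 and ends 98 bases upstream of the start site of *Dct* on the minus strand. Short E-box motifs of 6 bases to which MITF is known to bind, CACGTG or CACATG on either strand, occur 2 times in the *Ifit3* product, 1 time in the *Dct* product and 0 times in the *Ifih1* product.

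**Figure D4:**
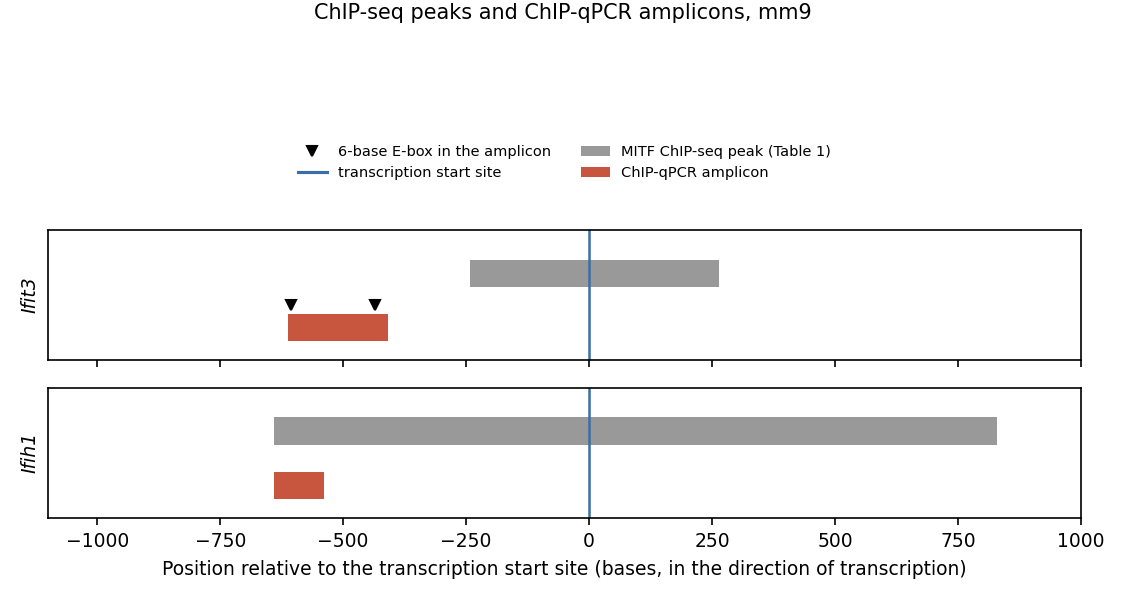
Position of the MITF ChIP-seq peaks of Table 1 (gray) and of the ChIP-qPCR products (red) for *Ifit3* and *Ifih1*, in bases from the transcription start site (blue line at 0) in the direction of transcription on mm9, with E-box motifs in the products as triangles. The products share 0 and 102 bases with the peaks of *Ifit3* and *Ifih1*.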

Quantitative RT-PCR reaction was performed using the SYBR Green dye protocol (Invitrogen) and data were analyzed using the relative C_t_ method (2^(−ΔCт)^), as described in the Applied Biosystems user manual. ChIP enrichment signals are presented as percent input (input normalization). All ChIP data are from two independent biological replicate experiments.

### Poly(I:C) administration

Poly(I:C) (high molecular weight, InvivoGen) for in vitro transfection was first complexed with Lipofectamine 2000 (375 ng poly(I:C)/uL lipofectamine reagent). This complex was added to cell culture growth medium to achieve a final concentration of 250 ng/mL poly(I:C). Primary melanoblasts transfected with this complex were harvested after 9 hours.

Animals treated with poly(I:C) first had a small region of hair removed from their lower back via hand plucking. Four days after plucking, animals were administered an intraperitoneal injection of 100 uL of physiological water with or without 100 μg of poly(I:C). Skin for immunolabeling was harvested from the plucked region of these animals on 7 days post plucking, and animals for live imaging were photographed at approximately 21 days post plucking.

### Histological staining and immunofluorescence

Skin isolated from the lower back of plucked mice was immersed in 2% formaldehyde for 30 minutes on ice. Skins were cryoprotected in 10% sucrose overnight, embedded in NEG-50 (Thermo Scientific), frozen, and sectioned with a cryostat (8–10 μm).

For identifying mast cells, skin sections were stained for 2 minutes in toluidine blue solution (18.7 mM toluidine blue, 166 mM urea, 30% ethanol), washed in water, dehydrated in 50% ethanol, and then mounted with Permount. For immunofluorescence, sections were washed in PBS with 0.1% Tween 20, optionally blocked in 1% BSA, and incubated in primary antibody overnight at 4°C. After washing, the sections were incubated in the appropriate secondary antibody (1:2,000; AlexaFluor, Invitrogen) for 2 hours at room temperature.

Immune cells were detected using primary antibodies against CD3ɛ (1:50, KT3, Thermofisher), CD4 (1:200, GK1.5, Thermofisher), CD8 (1:200, 53–6.7, Thermofisher), and CD11b (1:1,000, M1/70, Abcam). Quantitation of immune cells was performed by taking five images along a length of skin at 7 dpp (about 5.25 mm total imaged length, see representative images in **S2 Fig**) and counting the number of positive cells within the epidermis, dermis, and subcutis (about 15 mm^2^ total area).

Melanocytes and McSCs were detected using a primary antibody against DCT (1:300; TRP2, Santa Cruz Bio). McSCs and melanocytes were defined as those DCT+ cells residing in the hair bulge (near the border between the dermis and the subcutis) and the hair bulb (surrounding the hair matrix), respectively. Quantitation of DCT+ cells per hair was performed on every fourth section of sequentially obtained skin sections. Apoptotic cells were identified using a primary antibody against CC3 (1:100, Cell Signaling).

Bright-field and fluorescence microscopy and imaging were performed either on an Observer.D1 microscope with an Axiocam Hrc camera (Zeiss) or on an EVOS FL Cell Imaging System (Thermofisher). Images were post processed using Adobe Photoshop.

## Supporting information

S1 Data Raw data and statistical analysis used to generate graphs. (XLSX) Click here for additional data file.

S2 Data List of genes that are differentially expressed (>1.5-fold) in wild-type and *Mitf^mi-vga9/+^* McSCs based on RNA-seq analysis. 

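The table lists 411 genes. Its log2 fold change is the logarithm of wild-type over *Mitf* mi-vga9/+ expression, so a gene that is higher in *Mitf* mi-vga9/+ McSCs has a negative value there, and with the sign turned 224 of the genes are higher and 187 are lower in *Mitf* mi-vga9/+ McSCs. Its baseMean, lfcSE and stat columns are the mean normalized count over the 6 pools, the standard error of the log2 fold change and the Wald statistic of DESeq2. The beta prior of DESeq2 shrinks log2 fold changes toward 0, most strongly for genes with few counts. When the deposited counts were run through DESeq2 with its beta prior, 202 genes were called up and 166 down, and 360 of these are in the table. Across the 411 genes of the table, the log2 fold changes from that fit and the paper's had a Pearson correlation of 0.998 and a median absolute difference of 0.05, where genes are not independent replicates. By edgeR's quasi-likelihood test, all 411 genes changed in the direction of the table, and 126 of the 130 genes called are in it.

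Among the genes called by edgeR whose pools did not overlap between genotypes, the largest rises were those of *DXBay18* (log2 fold change 4.80, standard error 0.67), *Avp* (4.26, standard error 0.36), *Oas1g* (3.18), *Oas1a* (2.97) and *Apol9a* (2.76, standard error 0.24). The values of *DXBay18*, *Avp* and *Oas1g* rest on few counts, since these genes averaged 0.306, 1.15 and 0.907 normalized CPM in *Mitf* mi-vga9/+ pools. *Apol9a* and *Apol9b*, like *Oas1a* and *Oas1g*, are close paralogs whose values are uncertain. Among the 5 largest falls were those of *Atp6v0d2* (log2 fold change -3.46, standard error 0.24), ENSMUSG00000049916 (-2.75, standard error 0.37) and *Dbpht2* (-2.66, standard error 0.28). *Atp6v0d2*, on chromosome 4 of mm9 from 19803988 to 19849752, fell from 6.80 ± 0.72 to 0.61 ± 0.18 normalized CPM (SD, n = 3 pools each) and had an adjusted p of 0.00369 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change stayed between -3.68 and -3.27 with each pool left out in turn, and it was called in all 6 of these fits. *DXBay18* and ENSMUSG00000049916 are not in the paper's table and were called in 0 of the 6 fits. Their log2 fold changes were 0.77 and -0.74 in DESeq2 with its beta prior, and 5.13 and -2.82 without it.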

BaseMean represents the average of the normalized count values, dividing by size factors, taken over all six samples within the dataset. Log2(fold change) represents the binary logarithm of wild-type over *Mitf*^*mi-vga9/+*^ gene expression values, and lfcSE represents the log2(fold change) standard error. Stat refers to the Wald statistic used to determine the *p-*value. Both the unadjusted (pvalue) and Benjamini-Hochberg adjusted (padj) *p*-values are provided, with significant genes being those with a padj <0.05. lfcSE, log2(fold change) standard error; McSC, melanocyte stem cell; *Mitf*, melanogenesis associated transcription factor; padj, Benjamini-Hochberg adjusted *p*-value; pvalue, unadjusted *p*-value; RNA-seq, RNA sequencing.
(XLSX) Click here for additional data file.

S3 Data DAVID Functional Annotation Cluster results using a list of genes that are up-regulated (>1.5-fold) in *Mitf^mi-vga9/+^* McSCs (spreadsheets “DAVID on 1.5-fold up genes,” “gene list from cluster1,” “gene list from cluster2”). Sixty-five unique genes from annotation clusters 1 and 2 were combined (spreadsheet “65 genes in cluster 1+2”). These 65 genes were queried at interferome.org for their designation as IFN-regulated genes (“55 IRGs interferome.org”). Fifty-five of the sixty-five genes identified by DAVID exhibit a greater than 2-fold gene expression change in mice or mouse cells in response to IFN-α or IFN-β (spreadsheets “55 IRGs interferome.org data,” “55 IRGs list”). IFN, interferon; McSC, melanocyte stem cell; *Mitf*, melanogenesis associated transcription factor.
(XLSX) Click here for additional data file.

S4 Data List of “MITF direct target” genes. These are genes that are differentially regulated (>1.5-fold) in *Mitf*^*mi-vga9/+*^ McSCs in comparison to wild-type McSCs and exhibit an MITF ChIP-seq peak. MITF ChIP-seq peaks (Webster et al. 2014) were associated with nearby genes using GREAT (peaks that land ± 5 kb from the transcription start site). ChIP-seq, chromatin immunoprecipitation sequencing; GREAT, genomic regions enrichment of annotations tool; McSC, melanocyte stem cell; MITF, melanogenesis associated transcription factor.
(XLSX) Click here for additional data file.

S1 Fig qRT-PCR analysis of *Mitf* and ISG expression (*Ifih1*, *Ifit3*, *Irf7*, *Isg15*, and *Stat1*) in skins of +/+; rtTA/rtTA and *Mitf^mi-vga9/+^*; rtTA/rtTA mice isolated at P32. These mice were housed in the animal facility independent from those where the remainder of this study was performed. Each point on the graph represents the expression value from skin of an individual animal. The horizontal bars represent the mean, and the asterisks indicate gene expression changes with a *q*-value of <0.05 using the two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli, with *Q* = 5%. ISG, interferon stimulated gene; *Mitf*, melanogenesis associated transcription factor; P, postnatal day; qRT-PCR, quantitative reverse transcriptase polymerase chain reaction; rtTA, reverse tetracycline-controlled transactivator.
(TIF) Click here for additional data file.

S2 Fig Histological and immunofluorescent staining of immune cell populations in mid-anagen skin isolated from wild-type (left), *Mitf^mi-vga9/+^* (center), and Tg(Dct-Sox10)/0; *Mitf^mi-vga9/+^* (right) animals. **(A)** Mast cells were detected using toluidine blue and were found dispersed throughout the dermis. **(B–D)** Antibodies to CD3ɛ, CD4, and CD8 were used to identify T cells within the epidermis and the dermis. **(E)** Antibodies against CD11b were used to detect macrophages and Langerhan’s cells and these were distributed within dermis and subcutis. Scale bar represents 400 μm. CD, cluster of differnatiation; *Mitf*, melanogenesis associated transcription factor.
(TIF) Click here for additional data file.

S3 Fig Additional images of the biological replicates described in Fig 6. **(A)** Tg(Dct-Sox10)/Tg(Dct-Sox10); *Mitf*^*mi-vga9/+*^ animals. **(B)** Tg(Dct-Sox10)/Tg(Dct-Sox10); *Mitf*^*mi-vga9/+*^; *Ifih* ^*tm1*.*1Cln/+*^ animals. *Ifih1*, interferon induced with helicase C domain 1; *Mitf*, melanogenesis associated transcription factor.
(TIF) Click here for additional data file.

S4 Fig Immunofluorescent staining of mid-anagen skin isolated from Tg(Dct-Sox10)/0 animals injected with vehicle (water) or 100 μg of poly(I:C), as described in Fig 7. **(A–B)** Skins were double labeled for DCT (red) and CD3ε (green) or DCT and CC3 (green). Nuclei are stained with DAPI (blue). Brackets and arrows indicate the region of the hair bulge and hair bulb, respectively. **(C)** Reactivity of the CC3 antibody was confirmed by staining late catagen hairs that exhibit apoptotic cells within the regressing hair (arrowheads). CC3, cleaved caspase 3; CD, cluster of differentiation; DCT, dopachrome tautomerase; poly(I:C), polyinosinic:polycytidylic acid.
(TIF) Click here for additional data file.

## Abbreviations

Actb: actin beta
CC3: cleaved caspase 3
CD: cluster of differentiation
ChIP: chromatin immunoprecipitation
ChIP-qPCR: chromatin immunoprecipitation quantitative polymerase chain reaction
ChIP-seq: chromatin immunoprecipitation sequencing
DAMP: damage-associated molecular pattern
DCT: dopachrome tautomerase
DEG: differentially expressed gene
FACS: fluorescence-activated cell sorting
IFN: interferon
IgG: immunoglobulin G
Ifih1: interferon induced with helicase C domain 1
IRF: interferon regulatory factor
ISG: IFN-stimulated gene
Mc1r: melanocortin 1 receptor gene
McSC: melanocyte stem cell
Mitf: melanogenesis associated transcription factor
MDA5: melanoma differentiation-associated gene 5
MuLV: murine leukemia virus; mm9, mus musculus 9 genome build
NLRP1: NLR family pyrin domain containing 1
P: postnatal day
PAMP: pathogen-associated molecular pattern
poly(I:C): polyinosinic:polycytidylic acid
PRR: pattern recognition receptor
qRT-PCR: quantitative reverse transcriptase polymerase chain reaction
RNA-seq: RNA sequencing
SG: sebaceous gland
siNC1: negative control siRNA
siRNA: small interfering RNA
SOX10: sex determining region Y-box 10
TICAM1: toll like receptor adaptor molecule 1

How the deposited data were processed for this re-analysis (not part of the article)

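Gene expression was measured by RNA-seq in 6 pools of KIT+/CD45− McSCs sorted from the dermis of mice at 8 weeks of age, 3 from wild-type and 3 from *Mitf* mi-vga9/+ mice, with about 10 animals in each pool. Genotype and replicate number of each pool were taken from the sample labels and checked against the methods of the paper. The authors sequenced paired-end reads on 2 lanes, aligned them to mm9 with STAR, removed reads at known rRNA loci with RSeQC and counted read pairs on protein-coding Ensembl genes with htseq-count, and the deposited values are these raw counts per gene, with the lanes of a pool combined and the pools kept apart. The counts were not normalized by the authors before they were deposited. Each deposited table ends with totals of pairs that fell outside genes, on more than 1 gene or at more than 1 genomic location, which were used for depth only.

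Counts on genes ranged from 37675955 to 48298734 per pool over 22698 genes, of which 3472 had no count in any pool. Gene names and positions were taken from an annotation of the same genome build, in which 22324 of the identifiers were found. At this depth the precision of a gene with more than a few normalized CPM is limited by the variation between pools and not by counting, with a common biological coefficient of variation of 0.160. No pair of pools differed by as little as sampling noise (the smallest chi-square per degree of freedom was 19.2, between *Mitf* mi-vga9/+ replicates 2 and 3), so all 6 pools were counted as separate samples. The 6 libraries were sequenced together, and no sequencing batch that separates them was found in the paper or the labels. Breeding differed between the genotypes, since wild-type mice came from C57BL/6J intercrosses and *Mitf* mi-vga9/+ mice from a line that was received on a mixed background and crossed to C57BL/6J. Breeding and genotype cannot be told apart in these pools.

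Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which left 15174, counts were normalized with TMM, and the genotypes were compared with glmQLFit and glmQLFTest at their default settings and without a covariate. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a change greater than 1.5-fold, after the cutoffs of the paper. Normalized CPM values are counts as a proportion of the TMM-adjusted library size. The authors used DESeq2, which was run as an alternative (version 1.42.0), with its beta prior and without it. Standard errors of edgeR log2 fold changes were derived from the log2 fold change and the square root of the F statistic. The scripts were tested on simulated counts with 200 genes changed 3-fold at a dispersion of 0.02. In these counts edgeR recovered 200 of them with 9 false calls, and edgeR with the replicate block recovered 200. DESeq2 recovered 196 with its beta prior and 198 without it. The simulated log2 change of 1.58 exceeds the median of 0.99 of the listed innate immune genes, and the dispersion was the same for all genes. These recoveries therefore check the scripts and do not measure the power for the real changes.

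The alternatives listed before the data were examined were DESeq2 with and without its beta prior, RLE, upper quartile and library size normalization, no filter on low counts, a minimum of 10 counts in every pool, the replicate number as a block, leaving out each pool in turn, glmTreat against a 1.5-fold change, no fold cutoff and a fold cutoff of 2. A robust empirical Bayes step and the bias-adjusted quasi-likelihood fit of edgeR were added after the data were seen. The number of the replicate was tested as a pairing through the correlation of deviations from the group means. The genes named in the text were fixed before the data were examined: every gene that the results of the paper name for the McSC RNA-seq, and the 5 genes with the largest rise and the 5 with the largest fall among called genes whose pools do not overlap between genotypes. Genes without a name were skipped, the values of 3 genes that meet this rule are not reported here, and marker genes of other cell types were named from lists written beforehand. Innate immune families were fixed by symbol prefix, also before the counts were examined but with the paper's genes known, and tested with Fisher's exact test against all genes tested. Tests outside R used Python 3.11.15 with scipy 1.17.1.

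Primer and siRNA sequences and the peak positions of Table 1 were matched exactly to the mm9 genome and its annotated transcripts. Chance occurrence of motifs and shared orders of pools were compared with 10000 random draws with a fixed seed. The qRT-PCR, ChIP-qPCR, siRNA, skin and poly(I:C) experiments and the ChIP-seq data that the paper draws on were not analysed here.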

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

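The paper discusses the sorted cells as McSCs, and its text does not discuss transcripts of other skin cell types in these pools. Its tables of DEGs do list the keratinocyte marker *Krt14* as higher in *Mitf* mi-vga9/+ McSCs. Marker genes of several cell types had been listed before the counts were examined, and the test of their order across pools and those of keratinocyte, fibroblast and endothelial markers between genotypes were chosen after their values were seen.

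Transcripts of fibroblast, keratinocyte and endothelial cell markers were found in all 6 pools, well above the smallest values that the depth can show. The 6 fibroblast markers summed to 43704.4 ± 17002 normalized CPM in wild-type pools and 58085.1 ± 9606 in *Mitf* mi-vga9/+ pools (SD, n = 3 each), which is 4.37% and 5.81% of the normalized counts. For the 12 keratinocyte markers the sums were 4948 ± 1667 and 6892 ± 392, and for the 5 endothelial cell markers 397 ± 136 and 693 ± 173. The 12 melanocyte markers summed to 12512 ± 2234 in wild-type pools and 6740 ± 782 in *Mitf* mi-vga9/+ pools. Since collagen genes are expressed at very high levels in fibroblasts, these sums are not shares of cells.

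A candidate explanation is that some cells of other types, or RNA released from them, were carried through the sort. Markers of one such source would then rise and fall together between pools of the same genotype. Within the wild-type pools, all 6 fibroblast markers were lowest in replicate 1 and highest in replicate 3, and only 0.06% of 10000 random sets of 6 genes with similar expression shared one order as widely. The corresponding values were 8 of 12 markers and 0.19% for keratinocytes, and 5 of 5 markers and 0.1% for endothelial cells, and each of these 3 cell types had its own order. The 6 Schwann cell markers shared no order (2 of 6, 98.5% of random sets). Of the 12 melanocyte markers, 11 shared an order that differed from the others (0% of random sets). The orders in the wild-type pools are those predicted by a varying admixture, and the orders in the *Mitf* mi-vga9/+ pools were not tested. Genes that are regulated together within McSCs could share an order too, and the markers of the sorted cells themselves did so. Expression of the fibroblast, keratinocyte and endothelial cell markers by McSCs was not tested.

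The mean sums were higher in the *Mitf* mi-vga9/+ pools for all 3 cell types, but edgeR called no single marker of fibroblasts, keratinocytes or endothelial cells. Of the 12 keratinocyte markers, edgeR called 0% although 11 were higher, with a median log2 fold change of 0.52. One of the 12, *Krt14*, is a DEG in the paper's table, with a log2 fold change of 0.68 there. In edgeR its log2 fold change was 0.84 (adjusted p = 0.224, quasi-likelihood test), and its pools did not overlap between genotypes. *Krt10* (log2 fold change 1.27, adjusted p = 0.0510) and *Krt1* (1.49, adjusted p = 0.0604) came closest by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The keratinocyte sums overlapped narrowly between genotypes, at 6641 normalized CPM in wild-type replicate 1 and 6622 in *Mitf* mi-vga9/+ replicate 2. The fibroblast sums overlapped too. The endothelial cell sums did not, with at most 529 in a wild-type pool and at least 575 in a *Mitf* mi-vga9/+ pool. A larger share of keratinocyte RNA in the mutant pools is possible but could not be told apart from no difference. No biological explanation for these markers was tested.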

How the results depend on the processing

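The robust empirical Bayes step and the bias-adjusted quasi-likelihood fit were chosen after the data were seen, and all other alternatives before. Every named gene with a value kept its direction under every alternative that was run for it. The number of genes called depended strongly on the test and on the pools included. Direct tests of the causes of these shifts were not made, so for each result below the cause was not tested.

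With DESeq2 and its beta prior, 202 genes were called up and 166 down, against 53 and 77 by edgeR's quasi-likelihood test. It called 54 of the 55 listed innate immune genes, all 11 pigmentation genes and 90 of the 108 genes with an MITF ChIP-seq peak, against 30, 7 and 41. Without the beta prior, DESeq2 called 251 genes up and 198 down, and 55, 11 and 100 of the same groups of genes. The number of innate immune family members called up was 49 and 54 with these fits, against 31.

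With the replicate number as a block, 0 genes were called up and 0 down, and so 0 of the listed innate immune genes, 0 of the family members, 0 of the pigmentation genes and 0 of the genes with a peak, while 1272 genes had an unadjusted p-value under 0.05. In this fit *Mitf* had a log2 fold change of -1.31 (adjusted p = 0.152, edgeR), and with no gene called, the direction of the genes with a peak could not be compared. Tested against a 1.5-fold change with glmTreat, 12 genes were called up and 13 down, with 7 listed innate immune genes, 9 family members, 0 pigmentation genes and 6 genes with a peak among them. At a fold cutoff of 2, the numbers were 29 up and 45 down, 16 listed genes, 16 family members, 6 pigmentation genes and 18 genes with a peak.

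Across the 6 fits that each left out 1 pool, between 5 and 32 genes were called up and between 5 and 60 down. The listed innate immune genes called ranged from 4 to 19, the family members from 4 to 21, the pigmentation genes from 0 to 7 and the genes with a peak from 2 to 24. The log2 fold change of *Mitf* ranged from -1.40 to -1.19. The excess of lower genes among those with a peak was not stable when pools were left out, with an odds ratio from 0.127 to 1.00483 in these fits and 0.413 with all pools. The last of these values, without *Mitf* mi-vga9/+ replicate 1, lies on the other side of 1. The odds ratio was 0.455 with RLE normalization (Fisher's exact test, p = 0.0729), 0.518 with at least 10 counts in every pool (p = 0.150) and 0.145 with glmTreat (p = 0.160). It stayed below 1 with a p-value under 0.05 by DESeq2 with its beta prior (0.417, Fisher's exact test, p = 5.8e-04) and without it (0.456, p = 0.00104), with no filter on low counts (0.336, p = 0.00655), with library size normalization (0.344, p = 0.0224), with upper quartile normalization (0.414, p = 0.0343), with no fold cutoff (0.413, p = 0.0344) and at a fold cutoff of 2 (0.242, p = 0.0478).

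Normalization and filters moved the counts less. Under RLE, upper quartile and library size normalization, no filter, a minimum of 10 counts in every pool, no fold cutoff and the added fits, between 45 and 58 genes were called up and between 65 and 91 down. Of the values of single named genes other than *Mitf* under the alternatives run for them, 314 kept their side of an adjusted p-value of 0.05, without regard to the fold cutoff, 123 lost an adjusted p-value under 0.05 and 16 gained one. For 4 values, those of *DXBay18* and ENSMUSG00000049916 in both DESeq2 fits, DESeq2 gave no adjusted p-value. With all pools thinned to 37675955 counts, 29 of the 30 listed genes called stayed called, so the difference in depth between pools has little part in these calls. For *DXBay18* and *Avp*, which have few counts, the log2 fold changes ranged from 4.37 to 6.70 and from 4.12 to 4.49 across the fits that left out 1 pool. Whether depth sets these ranges was not tested.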

Differences from the paper's values

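The paper's text gives 411 genes up-regulated by more than 1.5-fold, against 53 called up by edgeR's quasi-likelihood test, and none of the alternatives set before the data were examined closed that gap. S2 Data of the paper lists 411 genes in all, of which 224 are higher and 187 lower in *Mitf* mi-vga9/+ McSCs. Against the 224 and 187 genes of the paper's table, 53 and 77 were called. Of the alternatives set before the data were examined, DESeq2 with its beta prior (202 up and 166 down) and DESeq2 without it (251 up and 198 down) came within 1.5-fold of the paper's table, and no other did. DESeq2 is the tool that the paper's methods name.

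The paper counts 55 innate immune genes as up-regulated, and 30 of these were called. DESeq2 gave 54 with its beta prior and 55 without it, and no other of the alternatives closed the gap. The paper's table holds all 11 pigmentation genes that the text names, and 7 were called. Both DESeq2 fits called 11, and edgeR with no filter on low counts called 8, which is within 1.5-fold of the paper's number, whereas the other alternatives did not close the gap. The paper gives 108 DEGs with an MITF ChIP-seq peak, of which 41 were called, against 90 and 100 with DESeq2 with and without its beta prior, and no other alternative closed the gap.

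The log2 fold changes of the paper's table are given here with the sign turned, as *Mitf* mi-vga9/+ over wild-type. For 13 named genes the edgeR value was further from 0 than the paper's by more than the larger standard error. With DESeq2 and its beta prior, the value fell within that error for *Gpr143* (paper -1.48, edgeR -1.72, DESeq2 -1.39), *Mlana* (paper -1.26, edgeR -1.53, DESeq2 -1.19), *Met* (paper -1.40, edgeR -1.60, DESeq2 -1.34), *Slc45a2* (paper -1.23, edgeR -1.50, DESeq2 -1.15) and *Pmel* (paper -1.36, edgeR -1.61, DESeq2 -1.29). The same held for *Ifit1* (paper 1.92, edgeR 2.07, DESeq2 1.86) and *Isg15* (paper 1.49, edgeR 1.76, DESeq2 1.41). For *Ifit1*, the values with upper quartile (2.06) and library size normalization (2.03) also fell within the paper's standard error. In DESeq2 without its beta prior, *Met* (-1.60) and *Ifit1* (2.08) fell within the standard error only because that of the fit is larger than the paper's, while the values hardly moved. The same holds with the replicate block for *Gpr143* (-1.71), *Slc45a2* (-1.46), *Ifit1* (2.07) and *Pmel* (-1.60). For each of these 7 genes, between 2 and 3 of the fits that left out 1 pool also fell within the larger standard error, some of them only because that of the fit is larger, and the remaining alternatives did not.

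For the other 6 genes none of the alternatives set before the data were examined closed the gap. The paper's value and the edgeR value were 2.63 and 2.97 for *Oas1a*, 2.24 and 4.26 for *Avp*, 1.80 and 3.18 for *Oas1g*, and 2.15 and 2.76 for *Apol9a*. Genes were matched by identifier, and the symbols *Apol9a* and *Apol9b* are swapped between the annotation used here and the paper's table. For genes that fell they were -2.91 and -3.46 for *Atp6v0d2* and -1.94 and -2.66 for *Dbpht2*. The values from DESeq2 with its beta prior were nearer to 0 than the paper's for these 6 genes, for example 2.45 for *Oas1a* and 1.71 for *Avp*.

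For the overlap of DEGs and genes with an MITF ChIP-seq peak, the paper's p-value is 0.0065, against 0.0612 from the exact hypergeometric test (lower tail) over the 22698 genes counted. Over the 15174 genes tested by edgeR the p-value was 5.5e-15, so the paper's value lies between those of the 2 backgrounds, and the other alternatives do not bear on this test because it uses the paper's own numbers of genes.

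The paper's discussion names *Parp9* among the innate immune DEGs of its list, and *Parp9* is not in the list of S3 Data (0 entries). It was called up here, with a log2 fold change of 0.77 (adjusted p = 0.0326, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).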

Other observations

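The tests of the shares of melanocyte, fibroblast and endothelial cell RNA, the comparison with the largest rise of other markers and both tests that use the DESeq2 splits were chosen after the results were seen, and the other tests in this part before.

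The rise of innate immune genes and the fall of pigmentation genes in *Mitf* mi-vga9/+ pools were compared with other splits of the 6 pools. There are 10 splits into 3 and 3 pools, of which 4, the real one included, part all 3 same-numbered pairs and 6 part only 1 pair. By edgeR, 1 of the 4 splits, the real one, gave as many genes called up, as many called down, and as many listed innate immune genes, family members, pigmentation genes and genes with an MITF ChIP-seq peak. In each of the 9 other splits 0 genes had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, and between 122 and 1510 genes had an unadjusted p-value under 0.05. DESeq2 with its beta prior also gave its largest number of genes called up in the real split (1 of 4). The 4 splits are the comparable ones only if the replicate numbers pair the pools. With 4 splits, or with all 10, a share under 0.05 cannot be reached, so these counts leave chance open. A difference between pools that has nothing to do with genotype is a candidate explanation for the rise. In the other split with the most DESeq2 calls, 283 genes had an adjusted p-value under 0.05 and 0% of the 55 listed innate immune genes were called. The list was drawn from genes that separate the genotypes in these pools and every other split mixes the genotypes, so this value could hardly have come out otherwise and leaves the explanation open.

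Several technical sources of the rise of innate immune genes were tested. With all pools thinned to the smallest, 96.7% of the listed genes called (29 of 30) stayed called, so unequal depth is not the source. After removal of trends with GC content and gene length, which are known for all 55 listed genes, their median log2 fold change was 0.90 without the replicate block and 0.89 with it, against 0.99 before. The 4 Y-linked genes listed had 8 counts in all pools together, all of them in *Mitf* mi-vga9/+ replicate 1, and by these genes no different mix of males and females between the genotypes was detectable. Of the 30 listed genes called, 0% lie on chromosome 6 with *Mitf*, where 4.86% of the genes tested lie, a difference of a size that chance gives. Since a donor-strain variant linked to *Mitf* could also act on genes of other chromosomes, this explanation remains open.

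Interferon transcripts made by the sorted cells are another candidate source. Type I and III interferon genes had 221 counts over all pools for the 16 genes found, and 0 of them were higher in every *Mitf* mi-vga9/+ pool than in every wild-type pool. *Ifnk* held 193 of these counts and was the only one with enough to be tested. It averaged 0.257 ± 0.252 normalized CPM in wild-type and 1.17 ± 1.08 in *Mitf* mi-vga9/+ pools (SD, n = 3 each), a log2 fold change of 2.21 (standard error 0.88, adjusted p = 0.323, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 15 genes had at most 10 counts each, too few to show such a difference. A rise of interferon transcripts in the sorted cells could therefore not be told apart from none at this depth, and interferon made elsewhere in the skin was not measured.

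Other cells in the pools remain as an explanation. The leukocyte markers tested had a median log2 fold change of 0.66, with 6 of 7 higher and 0 called, and the mast cell markers 0.40, with 6 of 6 higher and 0 called. Both sets are rare in the pools, with summed means of 87.3 and 8.37 normalized CPM in wild-type and 107 and 11.9 in *Mitf* mi-vga9/+ pools. All 11 fibroblast and endothelial cell markers were higher in the *Mitf* mi-vga9/+ pools, by at most 1.04 on the log2 scale, and 0 were called. Of the 55 listed genes, 45.5% (25 genes) rose by more than this largest marker rise, and the others did not. Markers of other cells rose further, up to 1.49 for the keratinocyte marker *Krt1*, and 9 of the 55 listed genes rose by more than that. The 12 keratinocyte markers did not rise alike, with a median of 0.52 and *Krt5* at 0.35, so the rise of *Krt1* does not measure the share of these cells. A rise above or below that of the largest marker therefore does not show whether other cells account for it. A larger share of other cells may account for a part of the rises, but whether it does, and how large a part, was not tested. Which cells in the pools carry the higher innate immune transcripts was not tested. As a hypothesis, the rise belongs to the mutant McSCs, as the paper holds. In these pools alone it cannot be told apart from a shift in the mix of cells or from interferon made by the sorted cells. The same holds for chance or another difference between the 3 pools of each genotype, donor-strain DNA linked to *Mitf*, and the different breeding of the 2 genotypes. The paper's other experiments, not analysed here, bear on some of these alternatives. They report several higher ISGs in mutant melanoblasts than in those of littermates, with basal interferon transcripts alike and nearly absent. They also report higher ISGs in mutant skin from another facility and after *Mitf* knockdown in melan-a cells. The paper leaves open a part for interferon from other cells.

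The fall of pigmentation genes raises the same question. A smaller share of melanocyte RNA in the *Mitf* mi-vga9/+ pools is a candidate explanation, under which melanocyte markers other than *Mitf*, *Pmel* and the 11 pigmentation genes would fall as far. The 5 such markers tested had a median log2 fold change of -0.47, with 4 of them lower, against -1.17 for the 11 pigmentation genes. One of the 5, *Trpm1*, had a log2 fold change of -1.83 and was called down (adjusted p = 0.0133, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a larger fall than that of any of the 11. *Trpm1* is itself among the paper's DEGs with an MITF ChIP-seq peak, so its fall may reflect MITF and does not measure the share of melanocyte RNA. *Tyrp1*, *Sox10* and *Ednrb* had log2 fold changes of -0.54, -0.47 and -0.32 (standard errors 0.16, 0.14 and 0.14), short of the median of the 11. *Oca2*, with few counts, had one of 0.20 (adjusted p = 0.816, same edgeR test). *Mitf* itself fell by 1.30. The 5 markers are too few to separate a smaller share of melanocyte RNA from regulation of single genes, and markers other than *Trpm1* may depend on MITF as well.

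Within 10 megabases of *Mitf* on chromosome 6, 1 of 66 genes tested was called (*Mgll*, log2 fold change -0.95), against 128 of 15107 genes elsewhere (Fisher's exact test, two-sided, p = 0.431). No excess of calls near *Mitf* from linked donor-strain DNA was detectable, although 66 genes would show only a large excess.

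Table 1 of the paper lists 9 MITF ChIP-seq peaks at innate immune genes, and their positions on mm9 were searched for the E-boxes CACGTG and CACATG. The peaks of *Isg15* and *Lgals9* hold 1 each, CACGTG at 155576626 on chromosome 4 and CACATG at 78796725 on chromosome 11, and these are the 2 peaks that flank their genes' transcription start sites. The other 7 peaks, which span a start site, hold 0. In 10000 random sets of 9 windows of the same widths at start sites of tested genes, 3.91 windows on average held an E-box, and 96% of the sets had at least as many as the 2 observed, so these motifs are no more frequent than chance gives. MITF can bind other sequences, the positions were converted from human peaks by the authors, and a match of a motif does not measure binding.

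The ChIP-qPCR product for *Ifit3* shares 0 of its 205 bases with the peak of Table 1. The product ends at 34657609 on chromosome 19, just upstream of the peak, which starts at 34657775. Since the size of the ChIP fragments is not given, the lack of overlap does not show that the assay missed the site. The product holds 2 E-boxes, the first CACATG at 34657413. In *siIrf4_b* as printed and compared without gaps, 5 of the 24 paired positions are not complementary and the sense strand matches 0 annotated transcripts. Both follow from a missing base, a C at position 17, in the sense strand as printed.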
